# A novel synthetic 3,4,5-tri-feruloylquinic acid enhances learning and memory via neurotrophin signaling in an aging model senescence-accelerated prone 8 mice

**DOI:** 10.1007/s11357-025-01783-7

**Published:** 2025-07-23

**Authors:** Hongyu Lin, Kazunori Sasaki, Farhana Ferdousi, Shinji Kondo, Hiroko Isoda

**Keywords:** 3,4,5-Tri-feruloylquinic acid, SAMP8, Neurotrophin, Synaptic growth, Neurotransmitter, Neuroinflammation, BDNF

## Abstract

This study is the first to investigate the anti-aging effects of the newly synthesized compound, 3,4,5-tri-feruloylquinic acid (TFQA), in vivo using the senescence-accelerated mouse prone 8 (SAMP8) model, through integrated whole-transcriptomic and biochemical analyses. Oral administration of TFQA (1 mg/kg body weight) for 37 days led to significant cognitive improvements, as demonstrated by enhanced performance in the Morris water maze (MWM) test, including reduced escape latency and increased time spent in the target zone, target crossings, distance traveled, and swimming speed. Gene Ontology (GO) analysis of hippocampal microarray data revealed that TFQA upregulated genes associated with neurotransmitter and synaptic functions, while downregulating inflammatory pathways. Protein–protein interaction (PPI) analysis indicated that neurotrophin signaling was a critical upstream regulator in TFQA-treated mice. Further biochemical validation showed elevated levels of neurotransmitters (serotonin, noradrenaline, and dopamine) in the brain. Additionally, mRNA expression of tumor necrosis factor (*Tnf*), an inflammatory cytokine, was significantly reduced in the brain. Examination of the neurotrophins involved in neurotrophin signaling revealed that TFQA most prominently regulated brain-derived neurotrophic factor (*Bdnf*) co-expressed genes, which was validated by increased B*dnf* expression in both the brain and serum of SAMP8 mice. Bioluminescence imaging demonstrated that a single oral dose of TFQA significantly increased BDNF expression in the brains of BDNF-IRES-AkaLuc mice. Binding studies showed that TFQA has a strong affinity for the tyrosine receptor kinase B (TrkB) receptor. In summary, TFQA holds potential as a neuroprotective agent, mitigating learning and memory deficits in aging mice via neurotrophin signaling, particularly through BDNF upregulation.

**Graphical Abstract:**

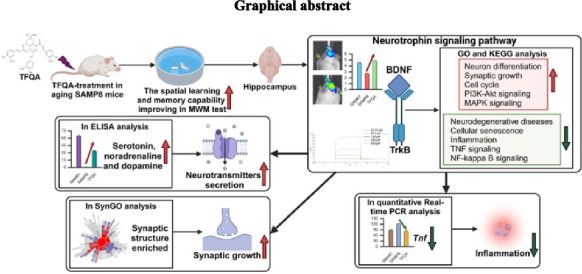

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11357-025-01783-7.

## Introduction

Aging is widely recognized as the gradual decline that occurs over time in most organisms. It is a progressive and irreversible pathophysiological process. This process leads to a gradual and permanent decline in bodily functions across all organ systems, reduces tissue and cellular function, and significantly increases the risk of age-related diseases. These diseases include neurodegenerative, cardiovascular, metabolic, musculoskeletal, and immune system disorders. The underlying cause is the accumulation of damage due to various stressors [1]. Genomic instability, telomere attrition, epigenetic alterations, lack of protein homeostasis, dysregulated nutrient sensing, mitochondrial dysfunction, cell senescence, stem cell exhaustion, and altered intercellular communication are hallmarks of aging [2]. During normal aging, gradual and process-specific declines occur in various perceptual, cognitive, and action-related processes. Older adults typically perform worse than younger adults on response latency and accuracy in a variety of tasks, including perceptual speed, working memory, tracking, decision-making, episodic memory, and multitasking [3]. In the brain, aging causes many changes and leads to a progressive decline in cognitive abilities. Typically, aging-related brain changes include tissue atrophy, altered neurotransmitter levels, and the accumulation of damage in the cellular environment. Structural changes trigger disruption of the peripheral neurofibrillary network, leading to cognitive impairment and dementia. Aging is also associated with abnormal neuronal function [4]. Physiological brain aging is characterized by a loss of neuronal apoptosis and synaptic connections, which results in age-related declines in sensory processing, motor performance, and cognitive function [5]. The aging brain is vulnerable to oxidative stress, which is a key cause of age-related neurodegeneration. Neuroinflammation is a major component of the early pathogenesis of Alzheimer’s disease (AD) and may be causally involved in selective neuronal death [6]. Research on these topics helps design and implement interventions aimed at improving the retention of cognitive function in late life.

Recently, neurotrophic factors have been shown to play a critical role in brain aging. The main function of these proteins is to regulate axonal growth and neuronal differentiation. The neurotrophin family includes nerve growth factor, neurotrophin-3, neurotrophin-4/5, and, most importantly, brain-derived neurotrophic factor (BDNF) [7]. BDNF is the most abundant neurotrophic factor in the brain and is crucial for the survival of neurons during development and the formation of adult brain neural networks. It exerts its biological effects through tyrosine receptor kinase B (TrkB) [8]. Higher levels of BDNF expression in the brain are associated with slower cognitive decline and may also reduce the harmful effects of neurodegenerative diseases on cognitive function [9]. Dysregulated BDNF/TrkB signaling leads to dendritic spine loss and apoptosis in aging mice, resulting in cognitive impairments [10]. Therefore, drug-induced increases in BDNF levels have emerged as a therapeutic approach with great potential.

Quinic acid (QA) is a cyclohexanecarboxylic acid found in the extracts of various plant parts, including coffee beans, sweet potatoes, apples, and peaches. QA improves inflammation by inhibiting the NF-κB signaling pathway and the MAP kinase pathway regulated by tumor necrosis factor (TNF) [11]. QA and its derivatives from *Gardenia jasminoides* have antioxidant activity by inhibiting lipid peroxidation [12]. QA induces cell cycle arrest at the G0/G1 phase and acts on actin cytoskeleton organization, chromatin remodeling, neuronal differentiation, and bone morphogenetic protein signaling [13]. Purple sweet potato extracts enriched with QA have neuroprotective effects on the brain in vivo by improving spatial learning and memory capabilities [14]. QA can promote neurite outgrowth and maintain cell viability in amyloid Aβ-induced PC12 cells, thereby playing a neuroprotective role in AD. QA and its derivatives can induce neuronal cell differentiation and upregulate neurotrophic factors such as nerve growth factor (NGF) and BDNF [15]. Among the QAs, feruloylquinic acid (FQA) can penetrate the brain to protect the blood–brain barrier and brain structure. It effectively induces the expression of heme oxygenase-1 protein in cultured astrocytes, exerting a direct positive effect on neurons and glial cells to improve neurological dysfunction [16]. The FQA-enriched extract was found to enhance antioxidant activity and protect against oxidative stress, as FQA may inhibit H_2_O_2_-induced extracellular signal-regulated kinase 1/2 (ERK1/2) activation, thereby attenuating cell apoptosis and enhancing neuroprotection [17]. As one of the FQAs, the new synthetic substance 3,4,5-tri-feruloylquinic acid (TFQA) has been shown to have a strong neural effect on improving neurogenesis in neural stem cells from adult mouse brains, as demonstrated in our previous paper (Fig. 1) [18].

**Fig. 1:**
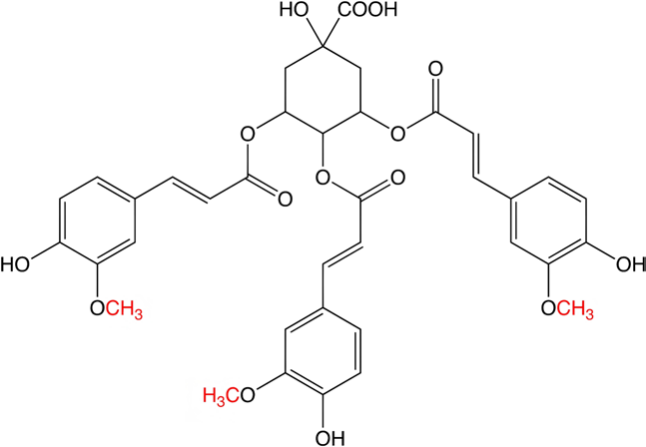
The structure of TFQA

Therefore, in this study, we researched the neural and anti-aging effects of TFQA in vivo in aging mice and discussed its molecular mechanism in treating aging through genomics and protein content analysis. We also provide insights into the significance of TFQA as a potential anti-aging drug and its preventive effects on neurodegenerative diseases.

## Material and methods

### Sample preparation

TFQA was provided by the National Institute of Advanced Industrial Science and Technology (AIST) and dissolved in 70% ethanol for preparation.

### Animal grouping and treatment

Six-month-old adult male senescence-accelerated mouse prone 8 (SAMP8) and senescence-accelerated mouse resistant 1 (SAMR1) (SLC company, Japan) mice were used (purchase number: 23–393). All mice were allowed to acclimate to laboratory conditions for 7 days and were kept in a clean room maintained at a controlled temperature of 25 ± 2 °C with an automatically controlled light–dark cycle (12 h light, 12 h dark) and free access to food and water. SAMR1 mice (*n* = 9) were used as normal aging controls. The SAMP8 control group was treated with water (*n* = 9), while the SAMP8 treatment group was administered with TFQA (*n* = 9). TFQA (1 mg/kg) was added to drinking water and administered once daily by oral gavage for 37 days [14]. In our previous study, TFQA demonstrated effectiveness in promoting neural stem cell activity, as indicated by an increase in neurosphere size, even at a relatively low concentration of 1 µM [18]. Based on these results, we selected 1 mg/kg as the dose for the in vivo study, considering both the compound’s previously observed efficacy at low concentrations and the typical low-dose range commonly used in studies involving polyphenolic compounds. This dose was expected to exert biological activity while minimizing potential toxicity.

On the 38th day, mice were anesthetized with carbon dioxide and dissected, and organs were collected. All procedures were approved by the Gene Research Center and conducted in accordance with the guidelines for the Care and Use of Animals, approved by the Council of the Physiological Society of Japan.

### Morris water maze (MWM) test

The MWM test was accomplished using a circular pool with a diameter of 120 cm and a height of 45 cm, featuring a featureless inner surface. The pool was filled to a depth of 30 cm with water at 25 ± 2 °C and divided into four quadrants. A platform (10 cm in diameter) was placed in the northeast quadrant and submerged 1 cm below the water surface, making it invisible at water level. Mice were given four trial sessions each day for 7 days, with the platform fixed in the same location throughout the experiment. Each mouse was allowed to remain on the platform for 15 s every day for 7 days.

After 7 days of trials, the probe test was performed and the hidden platform was removed from the pool, and the mice were placed in the opposite location of the platform and were allowed to swim for 60 s. The number of crossings over the previous location of the platform, which was hidden during the acquisition trials, was recorded as a measure of spatial memory.

### RNA and protein isolation

All of the mice were euthanized by cervical dislocation. The whole brain of each mouse was quickly removed. The cerebral cortex and hippocampus were dissected and rapidly frozen in liquid nitrogen. Serum samples were collected from the femoral artery and were incubated at 4 °C for 24 h and then centrifuged at 1000 × g for 30 min. The serum was collected and stored immediately at − 20 °C until use. Total RNA was extracted using the ISOGEN kit (Nippon Gene, Japan). The quality and quantity of the RNA were assessed with the NanoDrop One/OneC (Thermo Fisher Scientific, USA). Proteins from cerebral cortex and hippocampus were isolated in 1 mL of radioimmunoprecipitation assay (RIPA) buffer with a protease inhibitor (Santa Cruz Biotechnology, Inc., Tokyo, Japan). The supernatant was kept for protein analysis.

### DNA microarray analysis

We performed microarray analysis starting with 100 ng RNA per sample utilizing the GeneChip® Whole Transcript (WT) PLUS microarray reagents and kits (ThermoFisher Scientific, Waltham, MA, USA) in accordance with the manufacturer’s recommended protocols. For cDNA synthesis, 5 µL of RNA was mixed with First-Strand Buffer and Enzyme and incubated at 25 °C for 1 h, followed by second-strand synthesis using Second-Strand Mix with incubation at 40 °C for 16 h and subsequent cooling to 4 °C. Single-stranded cDNA was generated by incubating 15 µg cDNA with 2nd-Cycle ss-cDNA Master Mix, followed by fragmentation using Fragment Master Mix to produce fragmented ss-cDNA samples. The samples were then hybridized to GeneChip Clariom S arrays (Mouse; ThermoFisher Scientific, Waltham, MA, USA), washed, and scanned using the GeneAtlas Imaging Station. Following acquiring raw image data from the scanning process, subsequent analysis was conducted utilizing the Transcriptome Analysis Console (TAC) software, version 4.0.2 (ThermoFisher Scientific, Waltham, MA, USA). The raw data were normalized to ensure robustness using the signal space transformation robust multi-chip analysis (SST–RMA) algorithm. A one-way ANOVA was applied to identify the differentially expressed genes (DEGs). Additional bioinformatics analyses were conducted using Database for Annotation, Visualization, and Integrated Discovery (DAVID), Metascape, Bioinformatics, Morpheus, NetworkAnalyst, Enrichr, and Synaptic Gene Ontologies (SynGO). The complete microarray dataset has been deposited in Gene Expression Omnibus (GEO) under accession number GSE283354.

### Enzyme-linked immuno-sorbent assay (ELISA)

The ELISA kits were used to measure dopamine (Ref: BA-E-5300R, ImmuSmol, Australia), serotonin (Ref: BA-E-5900R, ImmuSmol, Australia), and noradrenaline (Ref: BA-E-5200R, ImmuSmol, Australia) contents in the cerebral cortex of mice brains. The ELISA kit (Catalogue Number: KE00096, Proteintech Group Inc., USA) was used to measure BDNF in the serum, cerebral cortex, and hippocampus.

### Biacore assay

Preparation of TrkB-immobilized sensor chips: The extracellular domain of human recombinant TrkB protein (10,047-H02H, Sino Biological Inc., China) was reconstituted in distilled water to a concentration of 0.25 mg/mL. It was then diluted to 50 µg/mL using 10 mM sodium acetate (Cytiva, Japan). Immobilization was performed using an amine coupling kit containing 1-ethyl-3-(3-dimethylaminopropyl) carbodiimide hydrochloride, N-hydroxysuccinimide, and 1 M ethanolamine hydrochloride-NaOH (pH 8.5) (Cytiva, Japan). The analyte solution (500 µM) was further diluted in HBS-EP + buffer containing 0.5% (v/v) dimethyl sulfoxide to concentrations of 31.25, 67.5, 125, 250, and 500 µM. The analyte solutions were injected into the TrkB ECD-immobilized sensor chip set in the Biacore X100 system (Cytiva, Japan) at a flow rate of 30 µL/min (contact time, 120 s; dissociation time, 200 s). Biacore Insight evaluation software was employed to analyze the resonance units (RU), equilibrium constant (*K*_*D*_ in M), association rate constant (*Ka* in M^−1^ s^−1^), and dissociation rate constant (*K*_*d*_ in s^−1^) after conducting the kinetics assay (1:1 binding). The theoretical maximal response (Rmax) in RU was calculated using the following formula:

Theoretical Rmax = $$\frac{{\mathrm{a}}\text{nalyte molecular weight}}{{\mathrm{l}}\text{igand molecular weight}}$$ RU valence of the ligand.

### BDNF-AkaLuc mice

The CRISPR-Cas9 ribonucleoprotein complex of *Bdnf* was complicated into zygotes of male C57BL/6 J mice (Jackson Laboratory, Japan). The modified zygotes were transferred into oviducts in pseudopregnant ICR females (Jackson Laboratory, Japan), and newborns were obtained (purchase number: 24–013).

### AkaLumine-AkaLuc bioluminescence imaging

To examine noninvasive BDNF expression in vivo, AkaLumine-AkaLuc bioluminescence imaging was performed in Bdnf-AkaLuc mice. AkaLumine (Fujifilm Wako, Japan) was administered intraperitoneally at a dosage of 10 mg/kg TFQA. The AkaLumine solution was prepared on ice. Images were captured using the In Vivo Imaging System (IVIS) at a rate of one image/min, and luminescence intensity was monitored over time. The TFQA dose used in SAMP8 mice was 1 mg/kg, whereas a higher dose of 10 mg/kg was administered in BDNF-AkaLuc reporter mice. This difference reflects the distinct purposes of each experiment: in SAMP8 mice, a lower dose was sufficient to assess behavioral, transcriptomic, and molecular outcomes associated with aging and neurodegeneration. In contrast, a higher dose was employed in BDNF-AkaLuc mice to enhance the detection sensitivity of bioluminescence imaging and to ensure a robust transcriptional response of the BDNF promoter, which was necessary for reliable visualization of signal changes in vivo.

#### SH-SY5Y cell culture

The human neuroblastoma cell line SH-SY5Y was obtained from the American Type Culture Collection (ATCC, USA). The cells were cultured in a 1:1 (v/v) mixture of Dulbecco’s modified Eagle’s medium (DMEM) and Ham’s F-12 Medium (Gibco, USA), supplemented with 15% fetal bovine serum (FBS) (FUJIFILM Wako, Japan), MEM nonessential amino acids (FUJIFILM Wako, Japan), and 1% penicillin (5000 µg/mL)-streptomycin (5000 IU/mL) solution (Sigma-Aldrich, USA) as the growth medium in a 75-cm^2^ flask. The flasks were maintained in an atmosphere of 5% CO_2_/95% humidified air at 37 °C.

#### SH-SY5Y cell treatment

TFQA was dissolved and diluted in serum-free Eagle’s Minimum Essential Medium (OPTI-MEM, Gibco, USA) to achieve treatment concentrations ranging from 10 to 40 µM. The control group was prepared without TFQA treatment. After 24 h of seeding, the SH-SY5Y cells of P11 were cultured in OPTI-MEM for an additional 24 h. Subsequently, they were incubated for 24 h for further analysis.

In addition, an inhibitor experiment was performed to analyze the target of TFQA in the TrkB/BDNF pathway. The cells were treated with 10 and 20 µM TFQA and co-treated with the inhibitor, 10 µM ANA-12 (Selleck Biotech, Japan), as a TrkB antagonist, for an additional 24 h.

#### 3-(4,5-Dimethylthiazol-2-yl)−2,5-diphenyltetrazolium bromide (MTT) assay

Cell viability activity was determined using the MTT assay to check the cytotoxicity of TFQA. SH-SY5Y cells were seeded at 2 × 10^5^ cells/mL in 96-well plates (BD BioCoat, USA) and incubated for 24 h. The cells were then treated with 10–40 µM TFQA for 24 and 48 h, respectively. MTT solution (DOJINDO, Japan) dissolved in PBS (Sigma-Aldrich, USA) was added (10 µL/well) and incubated for an additional 24 h. The resulting MTT formazan was dissolved in 100 µL of 10% sodium dodecyl sulfate (SDS) (w/v) (Nippon Gene, Japan), and absorbance was measured using a microtiter plate reader (Dainippon Sumitomo Pharma, Japan). The absorbance values were normalized to that of the culture medium, and viability was calculated as a percentage (%) of the untreated cells.

### Quantitative real-time PCR analysis

RNA samples were used for reverse transcription PCR with the SuperScript III Reverse Transcription Kit (Invitrogen, CA, USA). In RNA samples of SAMP8 and SAMR1 mice, *Gapdh* (Mm99999915_g1) (Applied Biosystems, CA, USA) was considered control. *Tnf* (Mm00443258_m1) and *Bdnf* (Mm04230607_s1) were selected for analysis using the quantitative Real-Time PCR Software 1.3.1 (Applied Biosystems, CA, USA). In RNA samples from SH-SY5Y cells, *GAPDH* (Hs02786624_g1) was used as the control, and *BDNF* (Hs02718934_s1) was selected for analysis using the quantitative Real-Time PCR Software 1.3.1.

### Statistical analysis

The results are presented as the mean ± standard deviation (SD). Statistical analysis was performed using GraphPad Prism 6 (GraphPad Software, USA). The data were analyzed using ordinary one-way ANOVA followed by Tukey’s multiple comparisons test to assess differences between groups. The significance threshold was set at 0.05, with adjusted *P*-values reported for multiple comparisons.

## Results

### TFQA improved spatial memory and learning capabilities in aging mice

To evaluate the effect of TFQA on spatial learning and memory impairment, SAMP8 mice were orally administered 1 mg/kg of TFQA for 37 days and compared with age-matched SAMR1 mice and untreated SAMP8 mice, both of which received water only. Spatial learning and memory were evaluated using the MWM test, a widely used behavioral assay. Figure 2A, B, and C show the training trials of mice in each group. Using video tracking, the successive swims of each mouse were recorded. As shown in Fig. 2D and Table S1, escape latency refers to the amount of time it takes for a rodent to locate and swim to a hidden platform in a pool of water. The escape latency of the SAMP8 TFQA-administered group decreased from the first to the seventh day of training (day 1, 54.6 ± 6.8 s; day 2, 46.5 ± 8.9 s; day 3, 40.0 ± 8.9 s; day 4, 36.9 ± 9.8 s; day 5, 29.7 ± 16.9 s; day 6, 31.7 ± 11.4 s; day 7, 22.1 ± 6.9 s), showing a statistically significant reduction in escape latency compared to the SAMP8 water-administered group. As expected, the SAMR1 water-administered group also showed a significant reduction in escape latency from day 1 of the trial session (day 1, 42.7 ± 17.3 s; day 2, 39.3 ± 11.9 s; day 3, 32.7 ± 8.3 s; day 4, 31.5 ± 6.6 s; day 5, 32.4 ± 5.3 s; day 6, 28.8 ± 8.4 s; day 7, 22.0 ± 6.3 s) compared to the SAMP8 water-administered group.

**Fig. 2:**
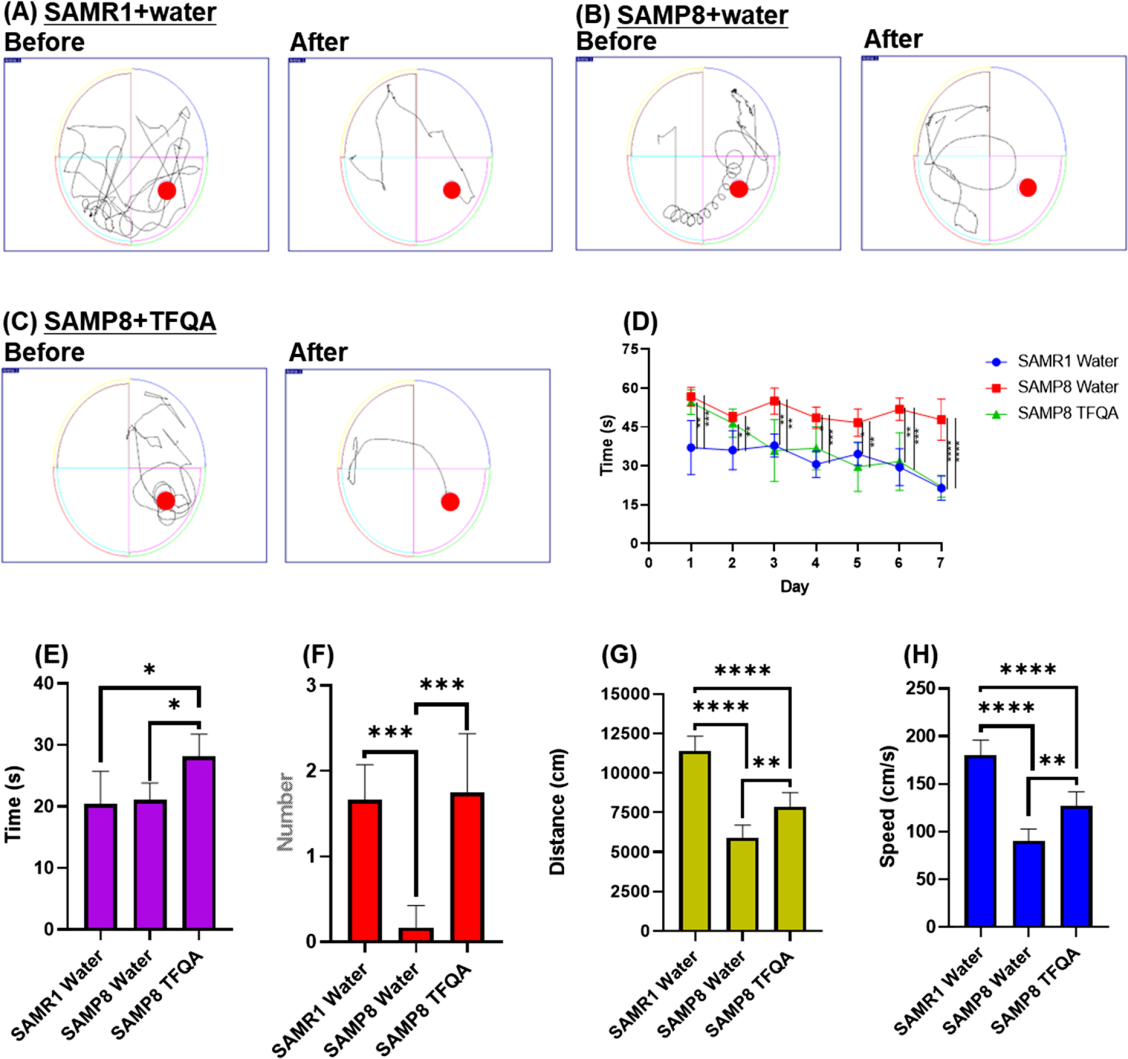
Behavioral test results from Morris water maze in treatment groups. Swimming trajectories during training trials are shown for **A** SAMR1 + water, **B** SAMP8 + water, and **C** SAMP8 + TFQA (filled circles: the start point and platform). Quantitative assessments include **D** escape latency, **E** time spent in the target quadrant, **F** number of platform crossings, **G** swimming distance, and **H** swimming speed during the probe test (*n* = 6 in each group). Data are expressed as the mean ± SD of three independent experiments. ****p < 0.0001, ***p < 0.001, **p < 0.01, and *p < 0.05 by ANOVA followed by Tukey’s post hoc test

Moreover, to determine whether the effect of spatial learning and memory improvement through TFQA administration was sustainable, and whether the learning and memory capacity of the mice depended on spatial information, the probe test was conducted. In the probe test, the behavior of the mice was observed under the same conditions, except that the platform was removed. The time spent in the target area refers to the amount of time a rodent spends in the quadrant of the pool where the hidden platform was located during the test phase. The number of target crossings represents how often a rodent crosses the area where the hidden platform was located during the training phase. TFQA-treated groups showed a significant increase in both the number of crossings over the virtual platform (TFQA-administered group, 1.75 ± 0.75) and the time spent in the quadrant (TFQA-administered group, 28.1 ± 4.7 s) where the platform was placed, compared to the SAMP8 water-administered group (number of crossings, 0.17 ± 0.17; time spent in quadrant, 21.0 ± 2.0 s) (Fig. 2E and F and Table S2). In Fig. 2G and H and Table S2, distance represents the total distance traveled by the rodent in the water while searching for the hidden platform, and speed refers to the average swimming pace of the rodent while searching for the platform. The swimming distance significantly increased in TFQA-treated SAMP8 mice compared to water-treated SAMP8 mice, with distances of 7877.932 and 5890.603 cm, respectively. The swimming speed also improved significantly after TFQA treatment in the SAMP8 model. These results indicate that TFQA can effectively enhance spatial learning, cognition, and memory capacity in aging mice.

### TFQA regulated the brain transcriptome in aged mice

To further explore the molecular mechanism of TFQA in treating aging, a microarray assay was performed on samples from the hippocampus. 

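RNA was hybridized to 9 Clariom S Mouse arrays, 3 each from SAMR1 mice given water, SAMP8 mice given water and SAMP8 mice given TFQA at 1 mg/kg for 37 days. The paper names the tissue as hippocampus, whereas the sample labels give brain and neural stem cells, and the paper's name is used here. The paper states 100 ng of RNA per sample and the labels state 9.1 µg. The authors normalized the arrays with SST-RMA, which leaves 1 log2 value per transcript and array. The table holds 22206 transcripts. Of these, 19572 carry 1 gene symbol and 2634 carry none. The median log2 value was 6.78 to 6.79 in the SAMR1 water arrays, 6.80 to 6.81 in the SAMP8 water arrays and 6.76 to 6.80 in the SAMP8 TFQA arrays. Both comparisons were tested with limma in 1 model over all 9 arrays, and p-values were adjusted by the Benjamini-Hochberg method over all transcripts. "Rose" and "fell" are used for transcripts at an adjusted p under 0.05. "The study's threshold" is the unadjusted p under 0.05 with a fold change over 1.1. The tests of 56 gene lists, 37 of them of pathways, cell types and cell states and 19 from Reactome, used camera with a preset correlation of 0.01 between genes, and adjusted p-values were taken over the lists. The lists, the main tests and the rule for naming genes were fixed before the data were examined. However, the lists were written for the terms in the paper's figures, which come from these same arrays, and for other cell types and states. A list call for a term of the paper is therefore not independent evidence for it. Tests and genes chosen after the values were seen are named as such. When camera estimated the correlation from the arrays instead, 0 of the list calls in either comparison held. The number of arrays limits the precision of every value. Nothing in the paper or the labels states that the arrays of a group come from separate mice, so each p-value measures only the spread between these samples, which may be technical.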

The hippocampus plays a key role in learning, memory formation, and consolidation [19]. The total microarray workflow is shown in Fig. 3A. Three hippocampal samples from SAMP8 mice treated with TFQA, three samples from SAMP8 mice treated with water, and three samples from SAMR1 mice treated with water were analyzed. Differentially expressed genes (DEGs) in the aging group compared with the SAMR1 group are expressed as SAMP8 water vs. SAMR1 water. DEGs in the TFQA treatment group compared with the aging group are expressed as SAMP8 TFQA vs. SAMP8 water. Figure 3B and C display the distribution of DEGs for each dataset, comparing the TFQA-treated and untreated SAMP8 mice groups and the untreated SAMP8 and SAMR1 mice groups (*P*-value < 0.05 and fold change (FC) > 1.1). 

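In the hippocampal arrays after TFQA, Tac1, which encodes the precursor of substance P, and Cdkn1a, which encodes the cell cycle inhibitor p21, had the largest positive differences from SAMP8 water among named transcripts past the study's threshold whose groups did not overlap. Tac1 had a log2 fold change of 2.08 (standard error 0.80) and Cdkn1a, on chromosome 17 from 29090979 to 29100722 of GRCm38.p6, of 1.49 (standard error 0.43). Sema3a, a secreted axon guidance cue, was at 7.07 ± 0.22 (SD, n = 3 arrays) after TFQA and 5.72 ± 0.53 (SD, n = 3) in SAMP8 water, and Dpp10, a subunit of A-type potassium channels, had a log2 fold change of 1.18 (standard error 0.29). In the other direction, Ccn1, which encodes a secreted matrix protein induced by growth factors, was at 7.51 ± 0.36 (SD, n = 3) after TFQA and 9.08 ± 0.69 (SD, n = 3) in SAMP8 water. S100a4, a calcium-binding protein, had a log2 fold change of -0.97 (standard error 0.19), the antiproliferative gene Btg2 of -1.01 (standard error 0.33), and Cabp7, a neuronal calcium-binding protein, of -1.09 (standard error 0.31). None of these genes passed the adjusted test, so that they were taken from those past the study's threshold. At that threshold 1580 transcripts differed, 746 higher and 834 lower, and the fold change criterion removed none of those at an unadjusted p under 0.05. Chance alone gives 1110. With each array centred on its median the split turned to 916 higher and 698 lower, and without the 40% dimmest transcripts it was 569 and 461. At an adjusted p under 0.05, limma called 0 transcripts, and the smallest adjusted p was 0.488. A test without moderation of the variances also called 0. The arrays of the groups did not overlap in 2620 transcripts, 11.8% of all, where chance gives 10%. Tac1 read 13.90 in SAMP8 TFQA replicate 2 beside 10.15 and 10.21 in the other SAMP8 TFQA arrays, and Cdkn1a read 6.22, 7.84 and 7.94. Tac1 is among the striatal markers, which were all highest in that array, and without it the log2 fold change of Tac1 was 0.84.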

The DEGs identified were 742 upregulated and 838 downregulated in SAMP8 TFQA vs. SAMP8 water. In SAMP8 water vs. SAMR1 water, 753 DEGs were upregulated and 603 were downregulated. 

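Between SAMP8 water and SAMR1 water, the largest changes lay in a stretch of chromosome 4. Gm3893, a predicted gene at 42089373 to 42092930, rose by 8.98 on the log2 scale (standard error 0.36, adjusted p = 3.54e-08 from limma), from 8.17 ± 0.93 (SD, n = 3 arrays) to 17.15 ± 0.20 (SD, n = 3), and of the transcripts of Fam205a2, 1 numbered to a scaffold of chromosome 4 without a set position rose by 6.58 (standard error 0.21, adjusted p = 5.14e-09) and the other, numbered to chromosome 4 itself, by 2.38 (standard error 0.23, adjusted p = 0.000151). The chemokine genes Ccl27a, at 41769467 to 41774225, and Ccl19, at 42754525 to 42756365, rose by 2.49 (standard error 0.24, adjusted p = 0.000178) and 1.86 (standard error 0.24, adjusted p = 0.00192), and Dctn3, a dynactin subunit, rose by 1.94 (standard error 0.15, adjusted p = 1.81e-05). Of 36 measured genes between 41000000 and 43000000 of chromosome 4, 10 rose and 0 fell in limma. Fam205a1, Fam205a2, Fam205a3 and Fam205a4 among them are copies of 1 family. Elsewhere, Abcb1a, the drug efflux pump P-glycoprotein of the blood-brain barrier on chromosome 5, rose by 2.86 (standard error 0.25, adjusted p = 5.96e-05), and Nrip1, a corepressor of nuclear receptors, by 2.26 (standard error 0.15, adjusted p = 5.65e-06). Ppdpf fell by 3.63 (standard error 0.24, adjusted p = 4.11e-06), Mtap, an enzyme of methionine salvage, fell by 2.46 (standard error 0.26, adjusted p = 0.000303), and Morn2 fell by 2.08 (standard error 0.17, adjusted p = 3.81e-05). Csnk1a1, casein kinase 1 alpha, was at 15.04 ± 0.09 (SD, n = 3) in SAMP8 water and 16.27 ± 0.05 (SD, n = 3) in SAMR1 water. Among further genes past the adjusted test, Lingo2 at -2.05 and Mrpl41 at -1.24 did not keep the call without some single arrays. In all, 85 transcripts rose and 28 fell. Of the 113, 62 have a gene name. At the study's threshold 754 were higher and 599 lower, 1353 in all, where the number that chance gives is the same as for SAMP8 TFQA vs. SAMP8 water. With each array centred on its median the split was 624 higher and 757 lower. The groups did not overlap in 2622 transcripts, 11.8%, beside the 10% of chance.

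**Figure D1:**
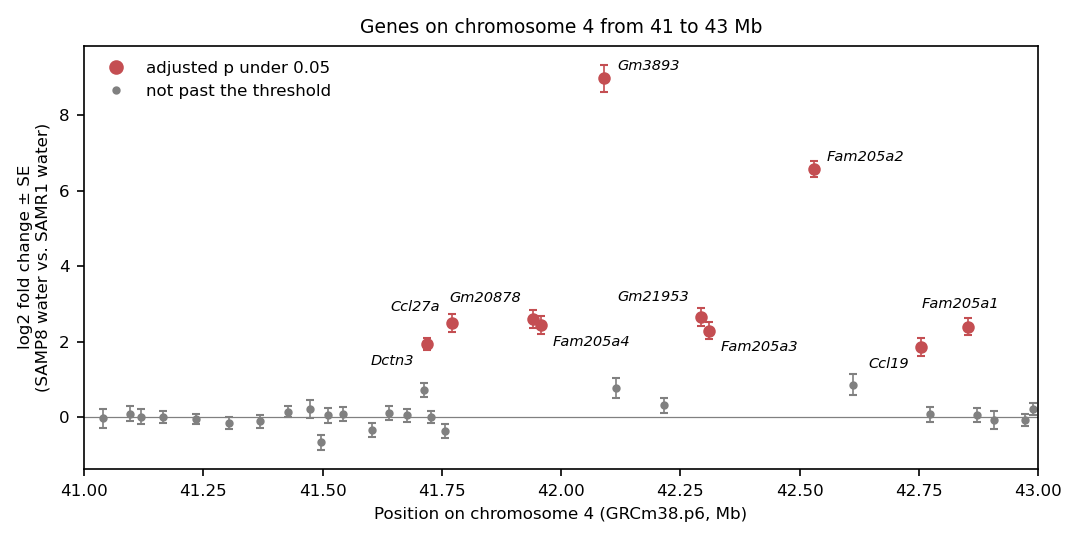
Log2 fold change with its standard error (vertical axis) of the 36 measured genes on chromosome 4 from 41000000 to 43000000 against position in Mb (horizontal axis), SAMP8 water vs. SAMR1 water, 3 arrays each. Red points are the 10 genes at an adjusted p under 0.05, from Ccl19 at 1.86 to Gm3893 at 8.98, and gray points did not pass. Fam205a2 is drawn at the position of the gene with the 6.58 of its scaffold transcript.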

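Differences above 1.6-fold, the larger tier drawn in Fig. 3B and C, were seen in SAMP8 water vs. SAMR1 water for genes such as Anxa2, a calcium-dependent membrane-binding protein (log2 fold change 1.38, standard error 0.29), and Gng4, a subunit of G proteins (-1.05, standard error 0.23). In SAMP8 TFQA vs. SAMP8 water, the transcription factor gene Klf5 (1.27, standard error 0.40), the semaphorin receptor gene Plxnd1 (1.17, standard error 0.29) and the glycine receptor subunit gene Glra3 (1.41, standard error 0.46) were in this tier. None of the 5 passed the adjusted test in limma. Among the transcripts past the study's threshold, 252 were higher and 134 lower by more than 1.6-fold in SAMP8 water vs. SAMR1 water, and 142 were higher and 160 lower in SAMP8 TFQA vs. SAMP8 water. Centring of each array on its median gave 230 and 152 in this tier between the strains and, with the order reversed, 171 and 138 after TFQA, where 89 and 72 were left without the 40% dimmest transcripts and one-way ANOVA gave 88 and 98. This tier held 239 and 220 after TFQA without SAMP8 TFQA replicate 1 and 282 and 253 without SAMP8 TFQA replicate 3, and between the strains 277 and 195 without SAMR1 water replicate 1 and 312 and 202 without SAMR1 water replicate 2. Between 1.1-fold and 1.6-fold there were 502 higher and 465 lower transcripts in the former comparison, and 604 higher and 674 lower in the latter. Kcnk1, a tandem-pore potassium channel gene (0.54, standard error 0.17), is an example of the smaller tier between the strains, and Dnajb9, a chaperone of the endoplasmic reticulum (0.51, standard error 0.17), after TFQA. The 40% of transcripts with the lowest values, where noise is a larger part of the signal, held 39.1% of the DEGs between the strains and 43.2% of those after TFQA.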

In SAMP8 TFQA vs. SAMP8 water, 147 DEGs were upregulated and 188 were downregulated with the FC greater than 1.1, while in SAMP8 water vs. SAMR1 water, 258 DEGs were upregulated and 143 were downregulated with the FC greater than 1.1. Additionally, the circos plot in Fig. 3D illustrated the overlap of genes in the input genes list. 

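Genes higher in SAMP8 water than in SAMR1 water and lower after TFQA included Spink8, a serine protease inhibitor (mean log2 values 8.21 in SAMR1 water, 10.08 in SAMP8 water and 9.07 in SAMP8 TFQA), Ccn1 (log2 fold changes 0.95 and -1.57), the astrocyte protease inhibitor gene Serpina3n (0.81 and -0.78), the calcium channel gene Trpv4 (0.86 and -0.83) and the interferon-induced gene Ifi27 (0.77 and -0.76). Genes lower in SAMP8 water and higher after TFQA included Sema3a (-0.85 and 1.35), Dpp10 (-0.85 and 1.18) and Chka, a choline kinase (-0.95 and 0.81). Abcb1a (2.86 and 0.62) and Ccl27a (2.49 and 0.54) were higher in both. The change after TFQA was -0.42 in Serpina3n and 0.31 in Ccl27a when SAMP8 TFQA replicate 2 was left out. Of these, Spink8, Abcb1a and Ccl27a passed the adjusted test between the strains and none passed it after TFQA. Past the study's threshold, 303 transcripts were shared by both comparisons. There were 163 higher in SAMP8 water and lower after TFQA, 119 lower and then higher, 16 higher in both and 5 lower in both, where independent lists of these sizes would give 28.3, 20.1, 25.3 and 22.5. Both comparisons use the same SAMP8 water arrays, with opposite sign. In 100 simulations without any effect but with this shared group, 257.0 transcripts on average passed in both (SD 622.7, lowest 0.0, highest 4056.0) and 254.9 of them in opposite directions. A few large simulations carry these means, and 78 of the 100 lay below the observed 303, as 78 did below the 282 in opposite directions. In the same direction, 21 were observed, and 97 simulations lay below that (mean 2.0).

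**Figure D2:**
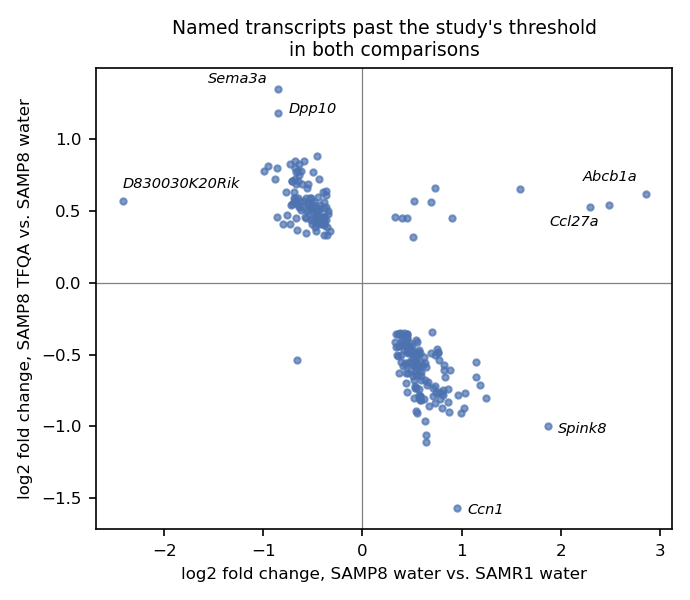
Log2 fold change in SAMP8 TFQA vs. SAMP8 water (vertical axis) against that in SAMP8 water vs. SAMR1 water (horizontal axis), 1 point for each named transcript past the study's threshold in both, 3 arrays in each group. Most points lie in the quadrants of opposite sign, with Ccn1 at 0.95 and -1.57 and Sema3a at -0.85 and 1.35.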

Few common DEGs were found between SAMP8 water vs. SAMR1 water and SAMP8 TFQA vs. SAMP8 water. Together, these results suggest that TFQA may regulate DEGs to treat aging in SAMP8 mice.

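Trpv4 and Ifi27 went from higher to lower, yet over all transcripts the opposite movement was within the range that the shared SAMP8 water arrays give. The log2 fold changes of both comparisons had a Pearson correlation of -0.321 across transcripts, which are not independent replicates, beside a mean of -0.471 in the simulations without effect (lowest -0.912, highest 0.958). Their covariance was -0.0247, and the simulated mean was -0.0276. When the SAMP8 water arrays were divided so that no array served in both comparisons, the covariance in the 6 possible divisions lay between -0.0063 and 0.0026. For single genes the shared arrays remain in each pair of values. Kl, which encodes the anti-aging protein klotho and is most abundant in choroid plexus, was at 9.31 ± 0.78 in SAMR1 water, 10.34 ± 0.24 in SAMP8 water and 9.48 ± 0.64 in SAMP8 TFQA (SD, n = 3 arrays each), where its log2 fold change of -0.87 became -0.57 without SAMP8 TFQA replicate 2. F5, coagulation factor V, had log2 fold changes of 0.87 and -0.90. From the DEGs of both comparisons and their overlap, the paper proposes that TFQA may act on aging in SAMP8 mice by regulating DEGs.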

**Fig. 3:**
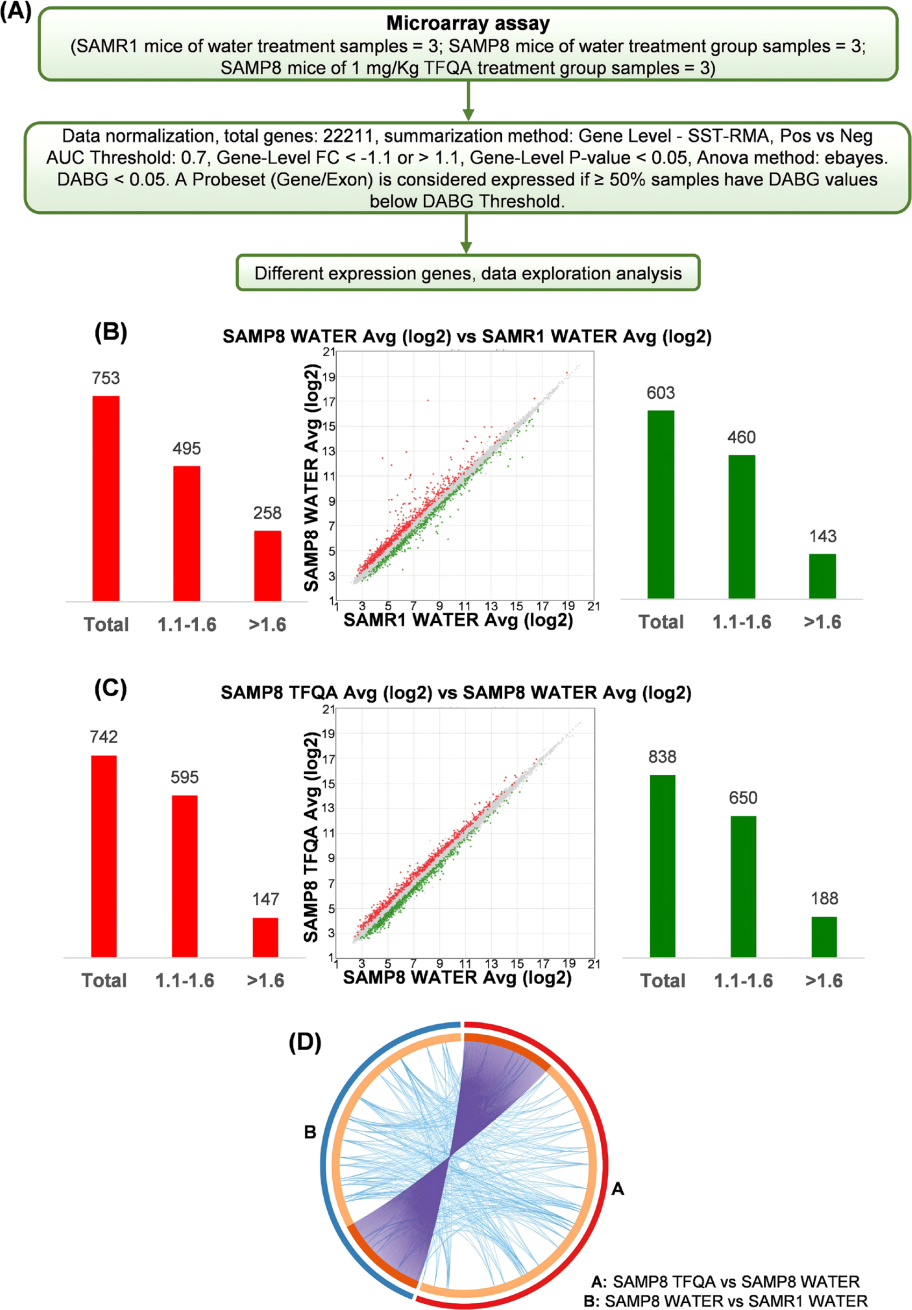
Overview of differentially expressed genes (DEGs) in the hippocampus of mice from different treatment groups. **A** The flowchart of microarray analysis. **B** DEGs between SAMP8 water vs. SAMR1 water groups. **C** DEGs between SAMP8 TFQA vs. SAMP8 water groups. Red represents upregulated DEGs and green represents downregulated DEGs. **D** Circos plot displaying the DEG overlap between SAMP8 water vs. SAMR1 water and SAMP8 TFQA vs. SAMP8 water comparisons. Each arc on the inner circle represents a gene list: dark orange indicates shared genes between conditions, and light orange indicates unique genes. Purple lines connect identical genes shared between groups, while blue lines link genes associated with the same gene ontology term or pathway. Significant DEG sets were identified based on *P*-values and fold changes (FC) using the one-way between-subject ANOVA in linear space, with thresholds set at *P*-value < 0.05 and FC > 1.1

### TFQA regulated neurotransmitter secretion, synaptic function, and neuroinflammation in mice hippocampus

To understand the regulated functions of TFQA in aging models, Gene Ontology (GO) analysis was performed to identify enriched biological processes (BP) and cellular components (CC). In the comparison of SAMP8 water vs. SAMR1 water (Fig. 4A and Table S3), significantly downregulated differentially expressed genes (DEGs) were enriched in several biological processes (BP) and cellular components (CC), including neurotransmitter secretion (GO:0007269), cell cycle regulation (GO:000749), neuronal cell body (GO:0043025), and synaptic function (GO:0045202). 

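Genes of synaptic vesicle release, of neuropeptides and of the unfolded protein response were lower as groups in SAMP8 water than in SAMR1 water, while single members did not pass the adjusted test. Syn3, a synapsin of the vesicle pool, had a log2 fold change of -0.69 (standard error 0.19), Rims4, of the presynaptic active zone, of -0.39 (standard error 0.18), and Erc1, another active zone protein, of -0.34 (standard error 0.15). Of 57 measured genes of synaptic vesicle exocytosis, 48 were lower, and 0 passed limma's adjusted test over all genes or adjusted over the list alone. By camera the list was lower (adjusted p = 0.00795, median log2 fold change -0.13; adjusted p = 0.61 with an estimated correlation). Of 59 genes of glutamate receptors and the postsynaptic scaffold, 47 were lower, 0 by either adjustment, with Nrxn3 at -0.39 (standard error 0.15) and Shank2 at -0.52 (standard error 0.24). Camera gave an adjusted p of 0.00549, and an adjusted p = 0.643 with an estimated correlation. Neuropeptide genes were lower too. Avp, vasopressin, had a log2 fold change of -1.57 (standard error 0.41), Pmch, melanin-concentrating hormone, of -1.32 (standard error 0.47) and Nmb, neuromedin B, of -0.84 (standard error 0.18). Among 32 neuropeptides and granins, 25 were lower, 0 passed over all genes and 2 fell when adjusted over the list alone (camera adjusted p = 0.00148; adjusted p = 0.0926 with an estimated correlation). This list shares 2 genes with the list of striatal markers. Whether its transcripts came from hippocampal neurons or from other tissue in the dissection was not tested. The chaperone Hspa5 was at 14.41 ± 0.32 (SD, n = 3 arrays) in SAMP8 water and 15.22 ± 0.06 (SD, n = 3) in SAMR1 water. In its list of 26 heat shock and unfolded protein response genes, 22 were lower, 0 passed over all genes and 1 fell when adjusted over the list alone (camera adjusted p = 0.000856; adjusted p = 0.302 with an estimated correlation). Of 43 cell cycle and proliferation genes, 3 were lower at the study's threshold and 0 higher, among them the proliferation marker Mki67 at -0.71 (standard error 0.26) and Kif20a, a mitotic kinesin, at -0.73 (standard error 0.20). The list was not called (adjusted p = 0.423), and 0 members passed by either adjustment. Of 454 genes of Reactome's cell cycle, 10 were higher and 6 lower at that threshold (adjusted p = 0.571), 1 rose by either adjustment, and that gene is Dctn3 of chromosome 4. The score of meningeal fibroblast markers, the mean log2 deviation from the mean of all arrays, was -0.68 to -0.37 in SAMR1 water and 0.13 to 0.68 in SAMP8 water, and so separated the same groups. Within SAMP8 water, replicate 2 had the highest meningeal score but also the highest vesicle, neuropeptide and heat shock scores (-0.07, -0.10 and 0.00). Its glutamate score was the lowest (-0.17). The vesicle call ended without SAMR1 water replicate 1 (adjusted p = 0.292) and after quantile normalization again (0.0738), and the glutamate call without SAMR1 water replicate 1 (0.385), without SAMP8 water replicate 2 (0.204) and after quantile normalization again (0.0738). The neuropeptide call ended when the 40% dimmest transcripts were left out (adjusted p = 0.159). The vesicle, glutamate and heat shock lists were not called by fry (0.322, 0.382 and 0.082) or by the hypergeometric test (0.832, 1 and 0.0898), and the neuropeptide list was called by both (0.00892 and 0.00739). Fry's mixed test, which ignores direction, called the heat shock and neuropeptide lists but not the vesicle and glutamate lists. With the meningeal score as covariate, an alternative chosen after the values were seen, the vesicle call ended (adjusted p = 0.922) and the glutamate list turned to higher without a call (0.861), while the neuropeptide (0.0363) and heat shock lists (0.00604) stayed called. Since the score itself separates the groups, the covariate takes out part of any difference between them.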

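Interferon-stimulated genes were higher as a group in SAMP8 water than in SAMR1 water. B2m, the light chain of MHC class I on chromosome 2 from 122147687 to 122153082, rose from 11.90 ± 0.01 to 12.84 ± 0.11 (SD, n = 3 arrays each; adjusted p = 0.00655 from limma), and Oas1g, an antiviral sensor of RNA listed in Reactome's interferon signaling alone, rose by 0.99 on the log2 scale (standard error 0.16, adjusted p = 0.0159). Ifitm3, which blocks virus entry, had a log2 fold change of 0.80 (standard error 0.19), and the chemokine gene Cxcl13, which attracts B cells, rose from 5.01 ± 0.27 to 6.60 ± 0.52 (SD, n = 3 each; adjusted p = 0.00765). H2-D1, an MHC class I heavy chain, fell by 0.82 (standard error 0.16, adjusted p = 0.0457). Of 71 interferon-stimulated genes, 53 were higher, 1 rose and 1 fell, and 4 rose and 2 fell when adjusted over the list alone (camera adjusted p = 4.01e-07; adjusted p = 0.0926 with an estimated correlation). Reactome's interferon signaling, with 132 genes, had 2 that rose and 1 that fell by either adjustment and was not called by camera (adjusted p = 0.329), but was by a hypergeometric test (0.00273) and by fry's mixed test, which ignores direction (1.39e-05). Antigen presentation, with 22 genes, had 3 that rose and 1 that fell when adjusted over the list alone, H2-T23 (log2 fold change 0.81, standard error 0.21) among the higher ones, and was not called (adjusted p = 0.0676), although it was without SAMR1 water replicate 2 (0.0247), without the 40% dimmest transcripts (0.00281), with the striatal score as covariate, chosen after the values were seen (0.0442), by the hypergeometric test (0.037) and by fry's mixed test (9.57e-06). Of 51 chemokines and chemokine receptors of Reactome, 4 rose by either adjustment, and the list was called (adjusted p = 0.00982; adjusted p = 0.301 with an estimated correlation) with a median log2 fold change of 0.01 and a mean of 0.21. The 4 are Cxcl13, Ccl27a, Ccl19 and LOC100861978, a copy of a chemokine gene. Of these, Ccl27a and Ccl19 lie in the stretch of chromosome 4 where 10 genes rose, so that the call rests in part on that stretch. Of 63 inflammatory cytokine, chemokine and NF-kB genes, 2 rose by either adjustment and 39 were higher, but the list was not called (adjusted p = 0.129), except without SAMP8 water replicate 3 (0.0356) and by fry's mixed test (4.24e-05). Of 15 T and B cell markers, 0 passed by either adjustment or at the study's threshold (adjusted p = 0.193), and the T cell gene Cd4 had a log2 fold change of 0.41 (standard error 0.23). Apoptosis genes were not called. In 38 of them 0 passed by either adjustment (adjusted p = 0.52), with Tnfsf10, the death ligand TRAIL, at 0.56 (standard error 0.25). In Reactome's 135, 1 rose by either adjustment (adjusted p = 0.903), the desmosome gene Dsg1a. Markers of other tissue differed between the same groups. Of 14 meningeal fibroblast markers, 13 were higher, 1 rose and 10 rose when adjusted over the list alone (median log2 fold change 0.75, camera adjusted p = 1.51e-12; adjusted p = 0.157 with an estimated correlation), with Fmod, an extracellular matrix proteoglycan, up by 2.10 (standard error 0.35, adjusted p = 0.0159) and the growth factor gene Igf2 at 1.45 (standard error 0.38). Of 17 choroid plexus markers, 16 were higher, 0 rose and 7 rose when adjusted over the list alone (median 0.59, adjusted p = 2.32e-08; adjusted p = 0.378 with an estimated correlation), with the transcription factor gene Otx2 at 1.21 (standard error 0.36). Of 9 ependymal markers, 7 were lower and 0 passed by either adjustment (adjusted p = 0.326). Fry called the interferon-stimulated list (adjusted p = 0.0302) but not the chemokine (0.082), meningeal (0.082) and choroid plexus lists (0.33), and the hypergeometric test called all of them. Fry's mixed test called the interferon-stimulated, chemokine and meningeal lists but not the choroid plexus list. With the meningeal score as covariate, an alternative chosen after the values were seen, the interferon-stimulated (adjusted p = 0.284), chemokine (0.922) and choroid plexus lists (0.861, turned to lower) lost their calls. The score itself separates the groups, so that the covariate takes out part of any difference between them. The chemokine list lost its call also without SAMR1 water replicate 1 (adjusted p = 0.0894) or SAMP8 water replicate 1 (0.0609), and Cxcl13 without SAMR1 water replicate 1 (0.0599). The call of H2-D1 was lost when any 1 of the 6 arrays was left out (0.0629 to 0.226), that of Oas1g without any 1 but SAMP8 water replicate 3 (0.0502 to 0.103), that of Fmod without SAMR1 water replicate 2 (0.0825), SAMR1 water replicate 3 (0.106) or SAMP8 water replicate 2 (0.0606), and that of Dsg1a without SAMR1 water replicate 2 or 3 (0.197 and 0.227) or SAMP8 water replicate 1 or 3 (0.202 and 0.176).

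**Figure D3:**
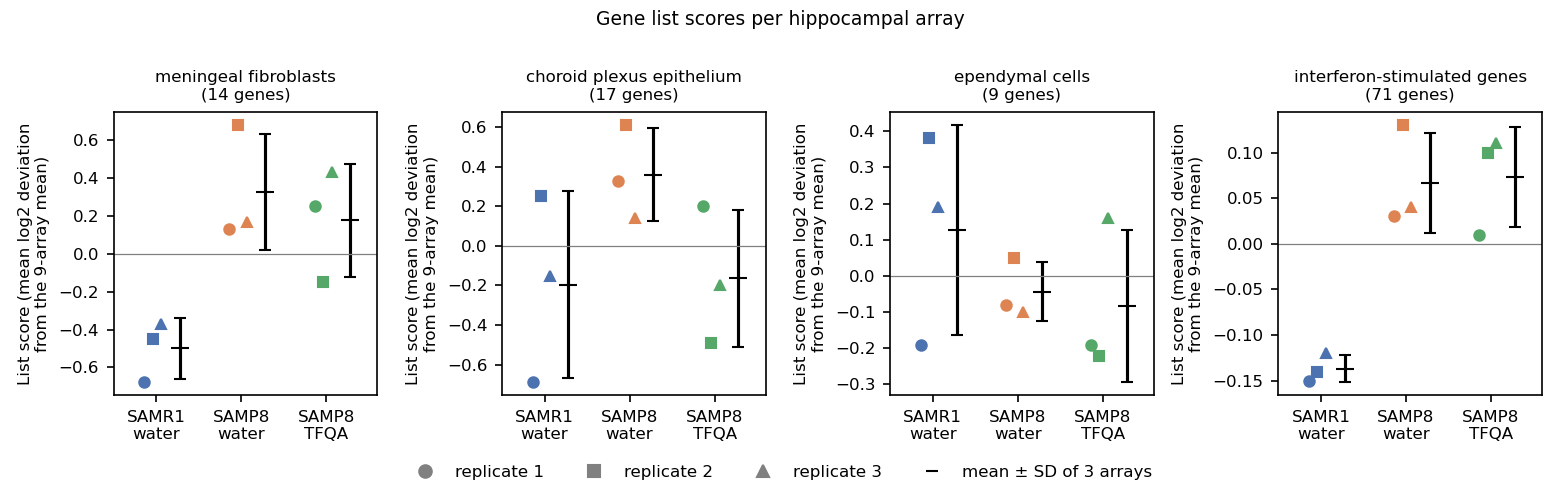
Score of 4 gene lists (vertical axis, mean log2 deviation from the mean of the 9 arrays) in each array of the 3 groups (horizontal axis), with the mean and SD of the 3 arrays in black. The interferon-stimulated score is -0.15 to -0.12 in SAMR1 water and 0.03 to 0.13 in SAMP8 water, and the meningeal score separates these groups as well, while the choroid plexus and ependymal scores do not.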

Figure 4B and Table S4 display BP analysis of upregulated DEGs in SAMP8 water vs. SAMR1 water, revealing significant enrichment in T cell differentiation in the thymus (GO:0033077), immune response (GO:0006955), inflammatory response (GO:0006954), and apoptotic processes (GO:0006915). 

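In the hippocampal arrays after TFQA, genes of synaptic vesicle release and of potassium channels were higher as groups than in SAMP8 water, with the highest scores in SAMP8 TFQA replicate 2. The synapsin gene Syn3 had a log2 fold change of 0.63 (standard error 0.19), Rims4 of the presynaptic active zone 0.56 (standard error 0.18), and Doc2b, a calcium sensor of vesicle fusion, -0.58 (standard error 0.18). Kcnj2, an inward rectifier, was at 6.23 ± 0.38 (SD, n = 3 arrays) after TFQA and 5.29 ± 0.20 (SD, n = 3) in SAMP8 water, and Kcnn3, a calcium-activated channel, had a log2 fold change of 0.70 (standard error 0.22). Of 57 genes of synaptic vesicle exocytosis, 38 were higher, and 2 were higher and 1 lower at the study's threshold (camera adjusted p = 0.0393; adjusted p = 0.63 with an estimated correlation). Of 53 potassium channels, 36 were higher, 7 of them and 0 lower ones at that threshold (adjusted p = 0.0393; adjusted p = 0.627 with an estimated correlation), and without SAMP8 TFQA replicate 2 they were 28 higher and 25 lower, 3 and 1 of them at the threshold, while the vesicle list then had 4 and 2. Limma's adjusted test called 0 members of either list, over all genes or adjusted over the list alone. Markers of other brain regions moved with them. All 15 striatal markers were higher (median log2 fold change 1.04, camera adjusted p = 3.26e-06; adjusted p = 0.63 with an estimated correlation), 3 at the study's threshold and 0 by either adjustment. Their score was 2.83 in SAMP8 TFQA replicate 2, -0.41 and -0.32 in the other SAMP8 TFQA arrays and -0.63 to 0.37 in the water arrays. Penk, the enkephalin precursor of striatal neurons, read 17.22 in that array and 10.66 to 14.19 in the other 8. Of 10 neocortical markers, 8 were higher, 0 rose and 1 rose when adjusted over the list alone (adjusted p = 0.0188; adjusted p = 0.618 with an estimated correlation), with Cux2, a transcription factor of upper cortical layers, at 9.46 ± 0.20 (SD, n = 3) against 8.46 ± 0.36 (SD, n = 3). Among 43 cell cycle genes, 2 were higher and 1 lower at the study's threshold (adjusted p = 0.977), with Mki67 at 0.71 (standard error 0.26) and Gmnn, an inhibitor of DNA replication licensing, at 0.59 (standard error 0.22), and 0 passed by either adjustment. Reactome's 454 cell cycle genes had 15 higher and 8 lower, with 0 by either adjustment (adjusted p = 0.303). Of 32 neuropeptides and granins, 2 were higher at that threshold, Tac1 and somatostatin (Sst, 0.52, standard error 0.21), and 0 by either adjustment (adjusted p = 0.324). Of 13 markers of neural stem cells and newborn neurons, 0 differed at any threshold (adjusted p = 0.989). Without SAMP8 TFQA replicate 2, the adjusted p was 0.36 for the vesicle list, 0.598 for potassium channels, 0.622 for striatal and 0.538 for neocortical markers. Calls also ended without SAMP8 water replicate 1 (vesicle 0.0849, potassium 0.0584), SAMP8 water replicate 2 (0.0715 and 0.0634), SAMP8 water replicate 3 (potassium 0.0874, neocortex 0.0927) and SAMP8 TFQA replicate 3 (vesicle 0.204), after quantile normalization again (0.224 and 0.101) and without the 40% dimmest transcripts (0.088 and 0.232). Fry called none of the vesicle (0.403), potassium (0.403), striatal (0.581) and neocortical lists (0.403), and the hypergeometric test of them only potassium channels (0.0401; vesicle 1, striatal 0.186, neocortical 0.336). In alternatives chosen after the values were seen, the vesicle, potassium and neocortical calls ended with the striatal score as covariate (0.16, 0.592 and 0.48) and with the choroid plexus score as covariate (0.834, 0.535 and 0.484).

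**Figure D4:**
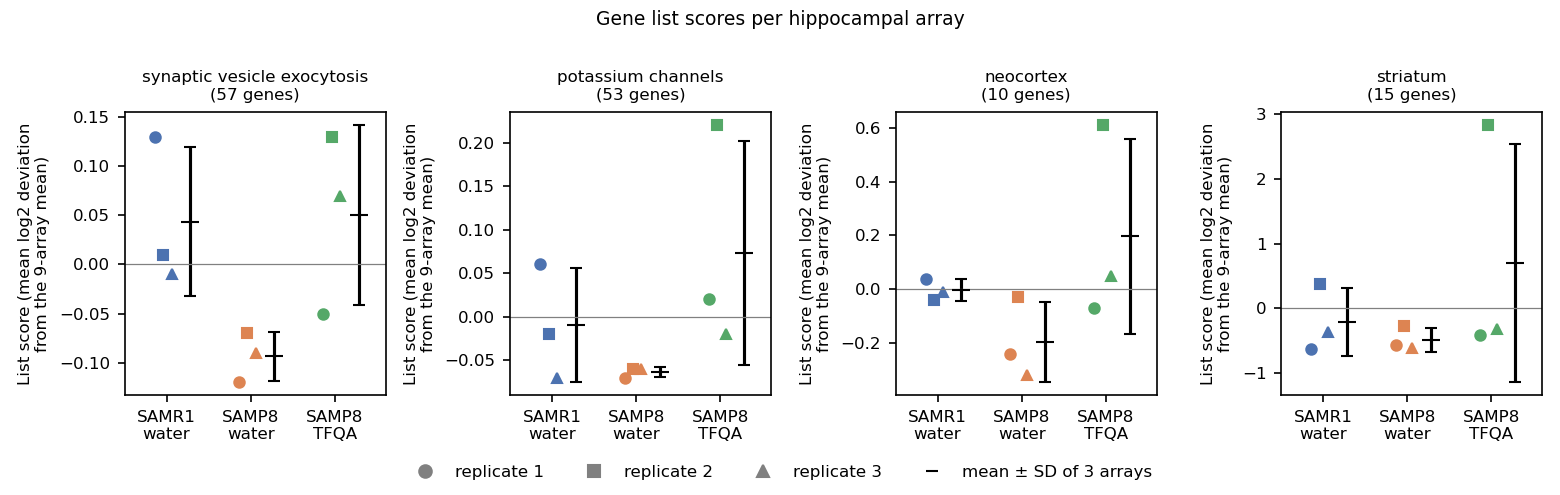
Score of 4 gene lists (vertical axis, mean log2 deviation from the mean of the 9 arrays) in each array of the 3 groups (horizontal axis), with the mean and SD of the 3 arrays in black. SAMP8 TFQA replicate 2 holds the highest striatal score, 2.83, and the highest neocortical and potassium channel scores, 0.61 and 0.22.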

Analysis of upregulated DEGs in SAMP8 TFQA vs. SAMP8 water (Fig. 4C and Table S5) showed significant enrichment in neural development-related processes, including neurotransmitter secretion (GO:0007269), synapse organization (GO:0050808), learning (GO:0007612), nervous system development (GO:0007399), brain development (GO:0007420), and cell cycle regulation (GO:000749). 

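Several postsynaptic genes were higher after TFQA at the study's threshold, though none passed the adjusted test. Dlg1, a scaffold that anchors glutamate receptors, was at 10.98 ± 0.11 (SD, n = 3 arrays) after TFQA and 10.23 ± 0.27 (SD, n = 3) in SAMP8 water. Cacng3, an auxiliary subunit of AMPA receptors, had a log2 fold change of 0.79 (standard error 0.24), the kainate receptor gene Grik3 of 0.80 (standard error 0.26) and the scaffold gene Homer1 of 0.59 (standard error 0.21). Of 59 genes of glutamate receptors and the postsynaptic scaffold, 8 were higher and 2 lower at the study's threshold, where 2.0 and 2.2 would be drawn by chance, and 0 passed by limma's adjusted test over all genes or adjusted over the list alone. The share of higher members was above that in other genes in a hypergeometric test (adjusted p = 0.0248), whereas camera did not call the list (adjusted p = 0.303, 33 higher and 26 lower). Among 29 genes of GABAergic synapses and interneurons, 22 were higher, 4 of them at the study's threshold and 0 by either adjustment (camera adjusted p = 0.0953). Gabra3, a GABA-A receptor subunit, had a log2 fold change of 0.89 (standard error 0.25), and Reln, the interneuron protein reelin, of 0.53 (standard error 0.21). In Reactome's neurotransmitter release cycle, with 39 genes, 0 were higher and 1, the glutamate transporter gene Slc1a6 (-0.75, standard error 0.24), was lower, with 0 by either adjustment (adjusted p = 0.303). Striatal and neocortical markers were higher in SAMP8 TFQA replicate 2 than in the other arrays. Without that array the glutamate list had 3 members higher and 0 lower at the study's threshold, and the GABAergic list 2 and 0, and the log2 fold change of Grik3 was 0.45.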

The CC analysis demonstrated that neuron growth and synapse formation were predominant after TFQA treatment, with significant terms including excitatory synapse (GO:0060076), neuronal cell body (GO:0043025), glutamatergic synapse (GO:0098978), and general synaptic function (GO:0045202). These findings indicate that neuronal and synaptic formation is impaired in aging SAMP8 mice compared to SAMR1 controls, and that TFQA treatment can modulate neural development, behavior, and cognitive functions. For downregulated DEGs in SAMP8 TFQA vs. SAMP8 water (Fig. 4D and Table S5), BP analysis revealed regulation of inflammatory functions, including the Wnt signaling pathway (GO:0016055), inflammatory response (GO:0006954), and immune system processes (GO:0002376). 

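Immediate early genes, which neurons switch on within minutes of activity, were lower as a group after TFQA than in SAMP8 water. Fos was at 7.16 ± 0.18 (SD, n = 3 arrays) after TFQA and 7.96 ± 0.42 (SD, n = 3) in SAMP8 water, Nr4a1, an orphan nuclear receptor, had a log2 fold change of -0.92 (standard error 0.27), and Dusp1, a phosphatase of MAP kinases, of -0.97 (standard error 0.41). Of 36 immediate early genes, 25 were lower, 13 of them at the study's threshold, where chance gives 1.3, and 1 was higher. Limma called 0 over all genes, and 4 fell when adjusted over the list alone (camera adjusted p = 6.61e-06; adjusted p = 0.618 with an estimated correlation). Inflammatory genes were not called as a group. Of 63 inflammatory cytokine, chemokine and NF-kB genes, 5 were lower and 3 higher at the study's threshold and 0 by either adjustment (adjusted p = 0.429), with the chemokine gene Ccl6 at -0.61 (standard error 0.19), the interleukin gene Il1a at -0.51 (standard error 0.19) and Selp, an adhesion molecule of endothelium, at -0.55 (standard error 0.20). Reactome's interleukin signaling, with 87 genes, had 1 higher and 1 lower and 0 by either adjustment (adjusted p = 0.93). Of 64 Wnt signaling genes, 1 was lower, the antagonist gene Dkk2 (-0.42, standard error 0.18), and 1 higher, the co-receptor gene Lrp5 (0.66, standard error 0.19), with 0 by either adjustment (adjusted p = 0.74). Of 219 Wnt genes of Reactome, 8 were higher and 2 lower, again 0 by either adjustment (adjusted p = 0.523). Of 15 T and B cell markers, 1 was lower, Zap70 (-0.42, standard error 0.19), a kinase of T cell receptors, with 0 by either adjustment (adjusted p = 0.426). All 17 choroid plexus markers were also lower after TFQA, 6 of them at the study's threshold and 0 by either adjustment (median log2 fold change -0.53, camera adjusted p = 5.82e-07, and 0.618 with an estimated correlation). Within SAMP8 TFQA replicates 1, 2 and 3, however, the choroid plexus scores (0.20, -0.49 and -0.20) ran opposite to the immediate early scores (-0.43, 0.06 and -0.18). Sostdc1, a secreted antagonist of BMP and Wnt, had a log2 fold change of -0.68 (standard error 0.21), and the transthyretin gene Ttr read 19.31, 19.43 and 19.02 in SAMP8 water and 19.09, 18.30 and 18.84 after TFQA, a log2 fold change of -0.51 that became -0.29 without the second of these. Without SAMP8 TFQA replicate 2, the adjusted p was 2.09e-09 for immediate early genes and 0.00231 for choroid plexus markers, and 2 of the choroid plexus markers were then lower at the study's threshold. With the choroid plexus score as covariate, chosen after the values were seen, it was 3.82e-09 for immediate early genes. Fry called neither list (0.403 for both), and the hypergeometric test called both (1.39e-08 and 0.000636).

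**Figure D5:**
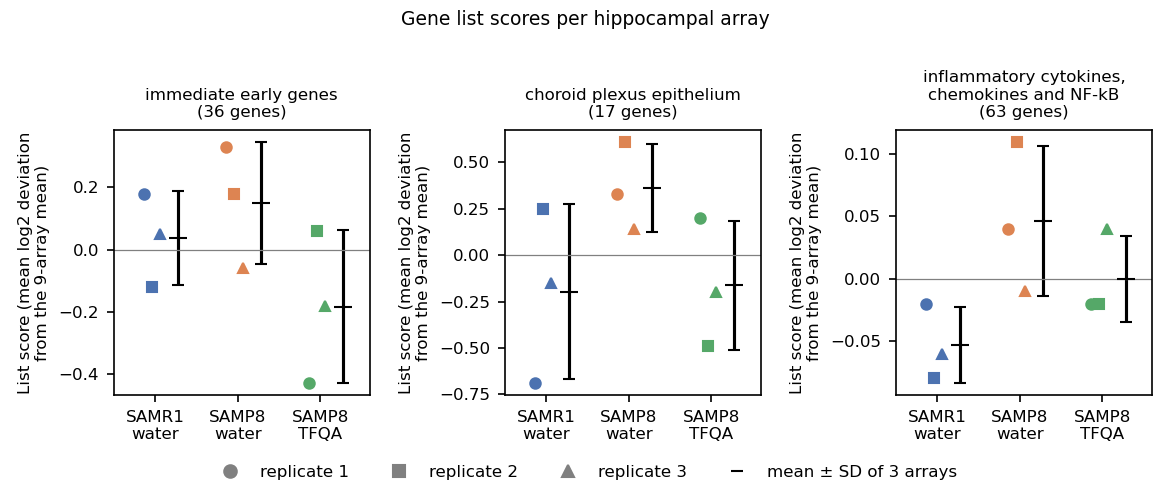
Score of 3 gene lists (vertical axis, mean log2 deviation from the mean of the 9 arrays) in each array of the 3 groups (horizontal axis), with the mean and SD of the 3 arrays in black. The immediate early score is -0.43, 0.06 and -0.18 in the SAMP8 TFQA arrays and 0.33, 0.18 and -0.06 in the SAMP8 water arrays.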

Notably, the wingless-related integration site/β-catenin (Wnt/β-catenin) pathway, which regulates β-catenin and promotes microglial inflammation, was regulated [20]. 

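In SAMP8 TFQA vs. SAMP8 water, genes that promote and genes that restrain cell death lay on both sides of 0. Bik, a BH3-only protein that promotes apoptosis, was at 6.84 ± 0.18 (SD, n = 3 arrays) after TFQA and 7.40 ± 0.03 (SD, n = 3) in SAMP8 water, and Cflar, an inhibitor of caspase 8, had a log2 fold change of -0.40 (standard error 0.16). Bcl2, which protects cells from apoptosis, had a log2 fold change of 0.53 (standard error 0.20), and Fadd, an adaptor of death receptors, of 0.50 (standard error 0.19). Of 38 apoptosis genes, 2 were higher and 2 lower at the study's threshold, 0 passed by limma's adjusted test over all genes or adjusted over the list alone, and camera did not call the list (adjusted p = 0.945). Of 135 apoptosis genes of Reactome, 8 were higher and 2 lower at that threshold, 0 by either adjustment (adjusted p = 0.74). The higher ones included the immunoproteasome gene Psmb10 (0.59, standard error 0.15) and the kinase gene Stk26 (0.66, standard error 0.23), and Dsg1a was among the lower ones (-0.66, standard error 0.22). Without SAMP8 TFQA replicate 2 the Reactome list had 3 higher and 3 lower genes, and the other list 1 and 1.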

Interestingly, while apoptotic processes (GO:0006915) were significantly stimulated in SAMP8 water vs. SAMR1 water, they were downregulated following TFQA treatment. It is suggested that inflammatory functions are stimulated during aging, while TFQA administration alleviates this inflammation. Collectively, our findings demonstrate that TFQA treatment shows considerable potential to mitigate inflammation and enhance brain development by modulating neurotransmitter secretion, synaptic growth, and cognitive learning capabilities.

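Interferon-stimulated genes went both ways after TFQA. Ifi27 had a log2 fold change of -0.76 (standard error 0.19), while Samd9l, a restriction factor of viruses, was at 0.73 (standard error 0.19) and Parp9, an ADP-ribosyltransferase induced by interferon, at 0.78 (standard error 0.26). Of 71 genes, 6 were lower and 3 higher at the study's threshold, 9 and 4 without SAMP8 TFQA replicate 2, where Parp9 was at 0.50, and 0 passed by limma's adjusted test over all genes or adjusted over the list alone (camera adjusted p = 0.973), whereas fry's mixed test, which ignores direction, called the list (0.0149). Reactome's interferon signaling, with 132 genes, had 5 lower and 4 higher, 0 over all genes, and 1 that fell when adjusted over the list alone, Oas1g (log2 fold change -0.91, standard error 0.16), which is not among the 71 (camera adjusted p = 0.945). Of 22 antigen presentation genes, 1 was lower, H2-DMa (-0.47, standard error 0.21), which loads peptides on MHC class II, and 0 passed by either adjustment (adjusted p = 0.779). From the enriched terms of both comparisons, the paper proposes that inflammatory functions are stimulated in aging and that TFQA alleviates them.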

**Fig. 4:**
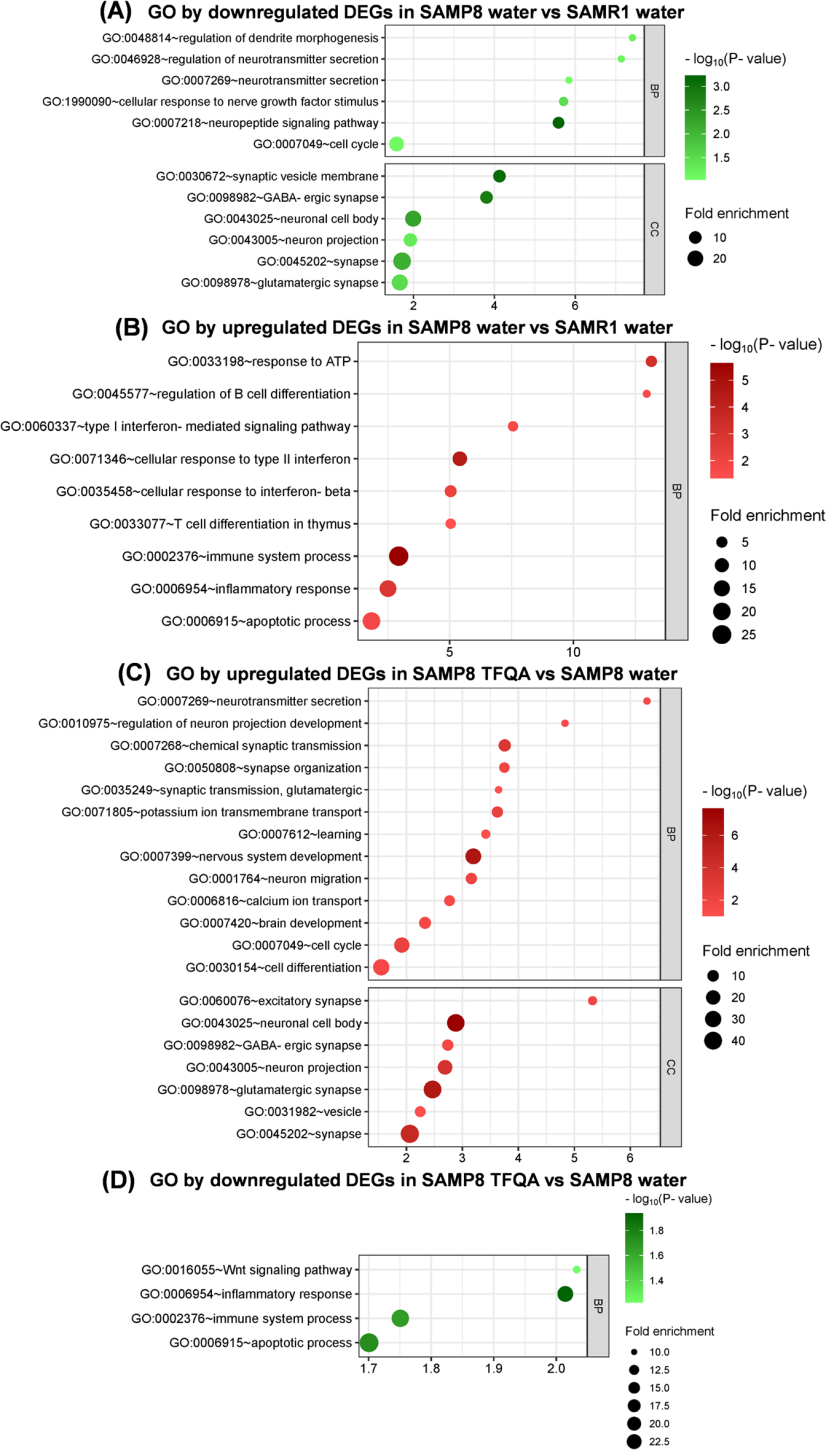
Biological events in the mice hippocampus. **A** Biological process (BP) and cellular component (CC) gene ontology (GO) enrichment of downregulated DEGs in SAMP8 water vs. SAMR1 water. **B** BP enrichment of upregulated DEGs in SAMP8 water vs. SAMR1 water. **C** BP and CC enrichment of upregulated DEGs in SAMP8 TFQA vs. SAMP8 water. **D** BP enrichment of downregulated DEGs in SAMP8 TFQA vs. SAMP8 water. Significant DEG sets were identified based on *P*-value and fold change (FC) using the one-way between-subject ANOVA in linear space, with significance thresholds set at *P* < 0.05 and FC > 1.1. Significantly overrepresented GO terms were identified based on hypergeometric distribution, with significance thresholds set at *P* < 0.05

### TFQA mitigated neuroinflammation and promoted neural growth potentially via neurtrophin signaling

To investigate the signaling pathways in SAMP8 water vs. SAMR1 water and SAMP8 TFQA vs. SAMP8 water, protein–protein interaction (PPI) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis were performed. In the further analysis, SAMP8 refers to SAMP8 water vs. SAMR1 water, and TFQA refers to SAMP8 TFQA vs. SAMP8 water. The interaction PPI network of SAMP8 contained 931 nodes, 1169 edges, and 206 seeds. The interaction PPI network of TFQA included 1325 nodes, 1762 edges, and 292 seeds. In Fig. 5A, KEGG pathways enriched in SAMP8 and TFQA treatment were shown. These pathways include the phosphatidylinositol 3-kinase/protein kinase B (PI3K-Akt) signaling pathway, mitogen-activated protein kinase (MAPK) signaling pathway, cellular senescence, mammalian target of rapamycin (mTOR) signaling pathway, cell cycle, neurotrophin signaling pathway, TNF signaling pathway, nuclear component kappa B (NF-κB) signaling pathway, dopaminergic synapse, and MAPK signaling pathway. 

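Kl, a co-receptor of fibroblast growth factors, and Plcg2, a phospholipase of immune cells, were among the signaling genes higher in SAMP8 water than in SAMR1 water, with log2 fold changes of 1.03 (standard error 0.37) and 1.06 (standard error 0.29). Kl is most abundant in choroid plexus, whose markers were higher in the same comparison. Its values overlapped between the groups (8.77 to 10.21 in SAMR1 water and 10.09 to 10.57 in SAMP8 water). Sos1, which activates Ras, was at 11.37 ± 0.06 (SD, n = 3 arrays) in SAMP8 water and 11.91 ± 0.06 (SD, n = 3) in SAMR1 water, and Mapkapk2, a kinase downstream of p38, had a log2 fold change of -0.58 (standard error 0.23). After TFQA, Camk4, a calcium-dependent kinase of neurons, was at 10.19 ± 0.12 (SD, n = 3) against 9.48 ± 0.16 (SD, n = 3) in SAMP8 water, Mapk9, the kinase JNK2, had a log2 fold change of 0.46 (standard error 0.16), and Cbx2, a Polycomb protein, of -0.75 (standard error 0.17). The lists of the neurotrophin pathway, PIP3 and AKT signaling, cellular senescence and TNF signaling were not called by camera. Limma's adjusted test passed 0 of their members in either comparison, over all genes or adjusted over the list alone. No list of MAPK or mTOR signaling was tested, and the cell cycle and NF-kB lists are given above. Between the strains, the study's threshold passed 1 higher and 4 lower of 89 neurotrophin pathway genes (adjusted p = 0.962), 3 and 0 of 78 genes of PIP3 and AKT signaling (0.717), 2 and 4 of 104 genes of cellular senescence (0.571), and 0 of 8 genes of TNF signaling (0.903). After TFQA, the counts were 3 higher and 2 lower neurotrophin pathway genes (adjusted p = 0.698), 2 and 5 genes of PIP3 and AKT signaling (0.163), 6 and 4 of cellular senescence (0.303), and 2 and 0 of TNF signaling (0.749). The counts with SAMP8 TFQA replicate 2 left out were 5 and 1 for the neurotrophin pathway, 1 and 8 for PIP3 and AKT signaling, 5 and 3 for cellular senescence and 1 and 0 for TNF signaling. Of these, cellular senescence after TFQA was called by fry's mixed test, which ignores direction (0.00374). The KEGG pathway of the dopaminergic synapse was not tested as a list either. Of 34 genes of monoamine synthesis, transport and receptors, 1 was higher and 1 lower between the strains (0.996) and 1 and 1 after TFQA (0.649). KEGG and PPI enrichment were not recomputed here.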

As an upstream signaling pathway, the neurotrophin signaling pathway regulates the MAPK and AKT and p53 and NF-κB signaling pathways to regulate growth, development, survival, and repair of the nervous system [21]. In Fig. 5B, the hub nodes heat map of the neurotrophin signaling pathway between SAMP8 and TFQA was shown. Hub nodes are the most interconnected proteins in the PPI network. The fold changes (FCs) of the hub nodes in the neurotrophin signaling pathway between SAMP8 and TFQA were significantly different. 

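Among the genes drawn in the PPI networks of Fig. 5A, Nrip1 and B2m rose in SAMP8 water vs. SAMR1 water, and the others did not pass limma's adjusted test in either comparison. Gfap, the intermediate filament of astrocytes, was at 12.57 ± 0.29 (SD, n = 3 arrays) in SAMP8 water and 11.64 ± 0.28 (SD, n = 3) in SAMR1 water, and Acta2, the smooth muscle actin of vessels, had a log2 fold change of 1.16 (standard error 0.35). Epor, the erythropoietin receptor, had a log2 fold change of -0.69 (standard error 0.16) and Oprm1, the mu opioid receptor, of -0.54 (standard error 0.16). All 30 genes drawn in red for SAMP8 had higher values and all 27 drawn in green lower ones, and 22 of the 30 and 23 of the 27 had the opposite sign after TFQA. The study chose these genes on the same samples, so that their direction is not independent evidence, and both comparisons share the SAMP8 water arrays.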

Upregulated hub nodes of TFQA were associated with the treatment of neurodegenerative diseases, neuron differentiation, synaptic transmission and growth, the cell cycle, PI3K-Akt signaling, and MAPK signaling. 

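Cdkn1a, at 7.33 ± 0.97 (SD, n = 3 arrays) after TFQA and 5.84 ± 0.30 (SD, n = 3) in SAMP8 water, and Dlg1 had the lowest unadjusted p-values of the TFQA genes drawn in red in Fig. 5A. Lrrk2, a kinase linked to Parkinson's disease, had a log2 fold change of 0.67 (standard error 0.26), the deacetylase genes Hdac2 and Sirt1 of 0.51 (standard error 0.18) and 0.53 (standard error 0.23), and Nfe2l2, the regulator of antioxidant genes, of 0.45 (standard error 0.17). All 15 red genes were higher after TFQA and past the study's threshold, which the study used to choose them on these samples, so that this is not independent evidence. Limma's adjusted test passed 0. In SAMP8 water vs. SAMR1 water, 13 of the 15 had the opposite sign, among them Cdkn1a at -0.63 (standard error 0.43), in comparisons that share the SAMP8 water arrays.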

In the downregulated DEGs of TFQA compared to SAMP8, cellular senescence, inflammation, TNF signaling, and NF-κB signaling were identified. Therefore, in further analysis, the neurotrophin signaling pathway was focused on discussing. It is clarified that TFQA stimulates neurotrophin signaling to alleviate neuroinflammation and cell senescence while enhancing neural growth.

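Igfbp4, a binding protein of insulin-like growth factors, was at 9.93 ± 0.11 (SD, n = 3 arrays) after TFQA and 10.55 ± 0.21 (SD, n = 3) in SAMP8 water, and the stress gene Gadd45b had a log2 fold change of -0.62 (standard error 0.23), while its relative Gadd45a was at 0.38 (standard error 0.16). The transcription factor genes Jun and Junb had log2 fold changes of -0.56 (standard error 0.22) and -0.82 (standard error 0.23), and the chaperone gene Hspa1b of -0.56 (standard error 0.23). Of 26 senescence genes, 3 were higher, Cdkn1a and Gadd45a among them, and 2 lower at the study's threshold, and 0 passed by limma's adjusted test over all genes or adjusted over the list alone. The median log2 fold change was 0.06, and camera's direction was down (adjusted p = 0.93). By fry's mixed test, which ignores direction, the list was called (0.0149). In SAMP8 water vs. SAMR1 water the same list had 0 members past any threshold (adjusted p = 0.999), with a median of -0.04 and camera's direction up. Of the 7 genes drawn in green for TFQA in Fig. 5A, which the study chose on these samples, so that their direction is not independent evidence, 6 were lower and past the study's threshold. Rb1, the retinoblastoma protein, had a log2 fold change of 0.06 (standard error 0.18).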

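Of the members of the neurotrophin pathway list, Camk4, Mapk9 and Bcl2 were those higher after TFQA and past the study's threshold, and Jun and Rps6ka6, a ribosomal S6 kinase (-0.38), those lower. The score of the list was between -0.06 and 0.04 in all 9 arrays, 0.01, 0.03 and 0.01 of them in the SAMP8 TFQA arrays and 0.01, -0.01 and -0.03 in the SAMP8 water arrays. The differences between the arrays of these groups were smaller than those between the SAMR1 water arrays, which lay at 0.04, -0.00 and -0.06. From the FCs of the hub nodes and their pathways, the paper concludes that TFQA stimulates neurotrophin signaling, which alleviates neuroinflammation and senescence and enhances neural growth.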

**Fig. 5:**
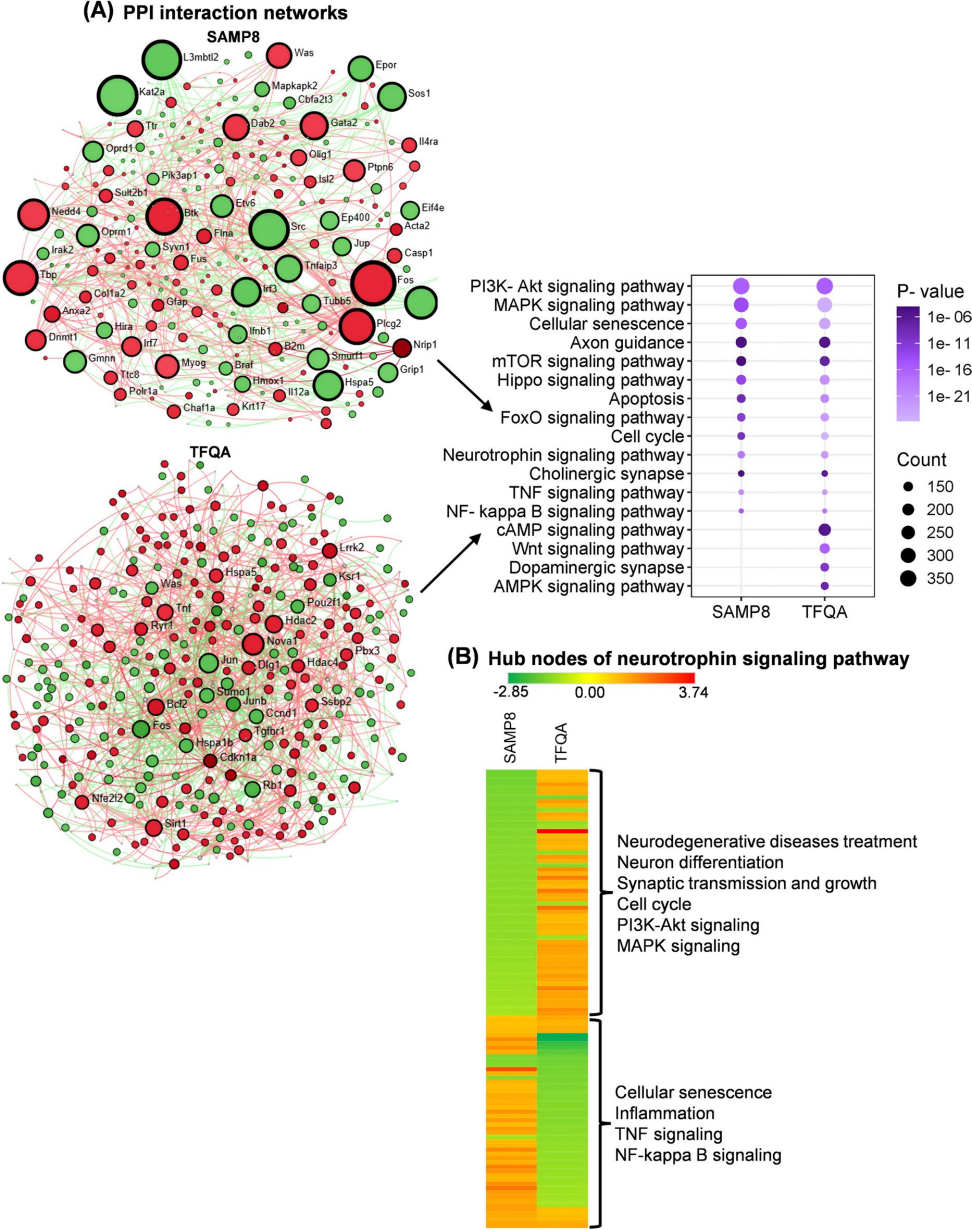
Protein–protein interaction (PPI) networks and enriched signaling pathways in the SAMP8 (SAMP8 water vs. SAMR1 water) and TFQA (SAMP8 TFQA vs. SAMP8 water) groups. **A** PPI networks by the DEGs and overrepresented KEGG pathways within the networks enriched in SAMP8 and TFQA groups. Significant DEG sets were identified based on *P*-value and fold change (FC) using the one-way between-subject ANOVA in linear space, with significance thresholds set at *P* < 0.05 and FC > 1.1. Significantly overrepresented KEGG pathways within the PPI networks were identified based on hypergeometric distribution, with significance thresholds set at *P* < 0.05. In the bubble plot, bubble color indicates the significance level (*P*-values) of KEGG pathway enrichment, while bubble size reflects the number of DEGs associated with each pathway. **B** The heatmap displays the FCs of hub nodes in the neurotrophin signaling pathway in the SAMP8 and TFQA groups. The color bar indicates FC values, with red representing upregulation and green representing downregulation. Overrepresented terms associated with the hub genes are shown on the right

### TFQA enhanced synaptic structure via neurotrophin signaling pathway and improved neurotransmitter levels in the brains of aged mice

To discuss the effect on improving the neurotrophin signaling pathway to enhance synaptic function, we performed SynGO analysis on the hub node lists of the neurotrophin signaling pathway in SAMP8 and TFQA. In Fig. 6A and Table S7 for SAMP8, processes in the synapse and synapse organization were significantly expressed in BP. In CC, as shown in Fig. 6B and Table S8, postsynapse was enriched. From the SynGO analysis of the neurotrophin signaling pathway hub nodes of TFQA, significant BP processes included postsynapse, regulation of postsynaptic membrane neurotransmitter receptor levels, processes in the synapse, neurotransmitter receptor localization to postsynaptic specialization membranes, synapse organization, synapse assembly, and chemical synaptic transmission (Fig. 6C and Table S9). In CC, as shown in Fig. 6D and Table S10, the hub nodes of the neurotrophin signaling pathway in TFQA regulated postsynaptic density, postsynapse, synapse, integral components of postsynaptic density membranes, integral components of presynaptic membranes, and presynapse. Specifically, TFQA remarkably enhanced postsynaptic function. It is demonstrated that in aging mice, TFQA induces the neurotrophin signaling pathway to improve synaptic growth function, thereby achieving the anti-aging effect.

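Adcy6, an adenylyl cyclase, was at 9.12 ± 0.08 (SD, n = 3 arrays) after TFQA and 9.69 ± 0.16 (SD, n = 3) in SAMP8 water, whereas the postsynaptic genes Dlg1 and Camk4 were higher. Slc8a3, a sodium-calcium exchanger, had a log2 fold change of -0.52 (standard error 0.15), Cacna1c, an L-type calcium channel, of -0.46 (standard error 0.16), and Ryr1, a calcium release channel, of 0.50 (standard error 0.20). Of 111 genes of postsynaptic receptors and downstream transmission in Reactome, 7 were higher and 5 lower at the study's threshold (camera adjusted p = 0.629). Of 39 calcium channels and transporters, 1 was higher and 3 lower (adjusted p = 0.523). Limma's adjusted test passed 0 members of these lists over all genes or adjusted over the list alone. In SAMP8 water vs. SAMR1 water, 1 of the postsynaptic genes was higher and 4 lower, with Grip1, which binds AMPA receptors, at -0.39 (standard error 0.17), and 0 passed by either adjustment (adjusted p = 0.587). Without SAMP8 TFQA replicate 2, in which striatal and neocortical markers were highest, the postsynaptic counts after TFQA were 5 and 4, those of calcium channels and transporters 0 and 3, and the log2 fold change of Ryr1 was 0.32. SynGO terms were not recomputed here. From those of the hub nodes, the paper concludes that TFQA improves synaptic growth through neurotrophin signaling.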

**Fig. 6:**
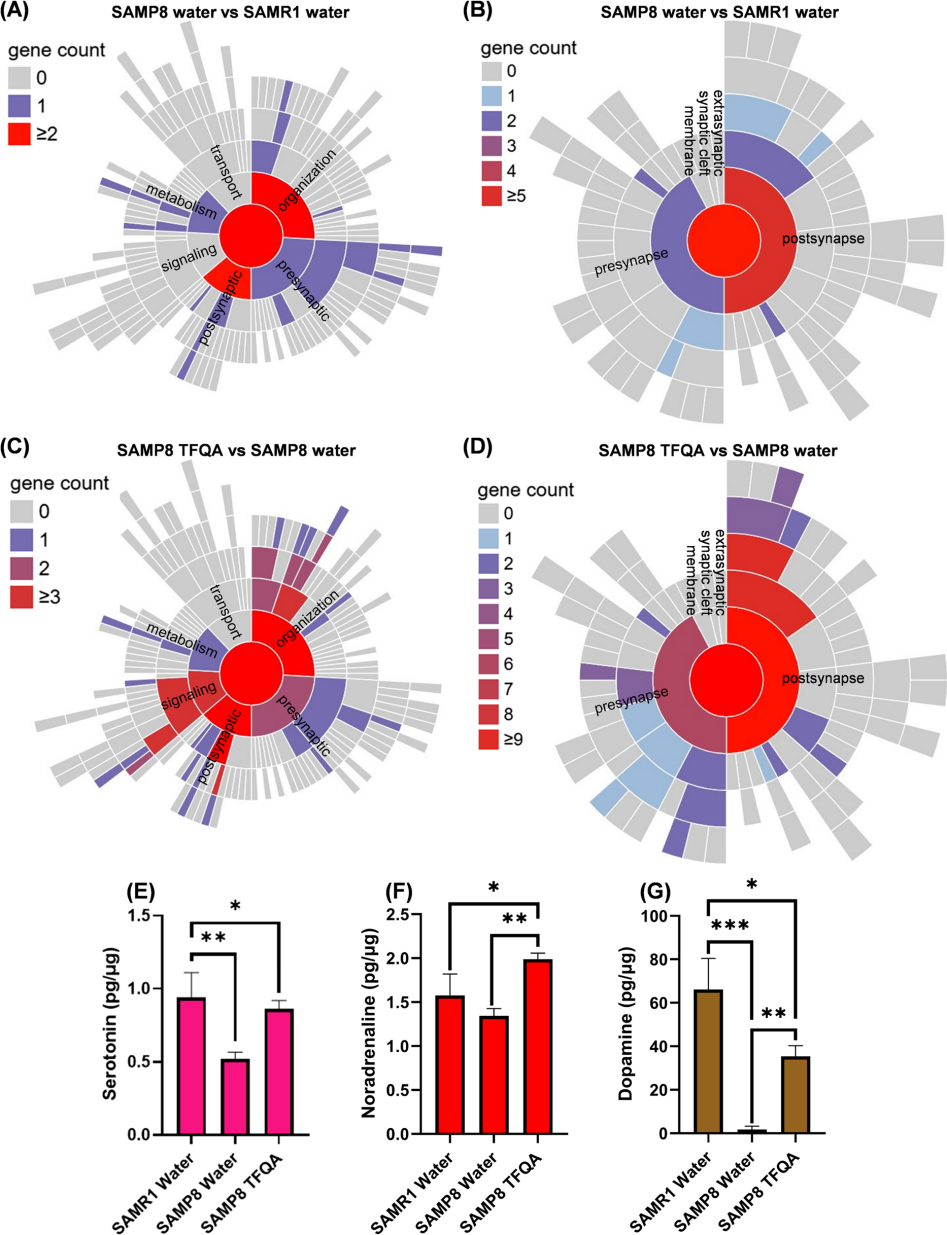
Synaptic function and neurotransmitter content in SAMP8 and SAMR1 mice following water or TFQA treatment. The sunburst plots displaying gene counts curated from the hub nodes of the neurotrophin signaling pathway that are associated synaptic genes based on SynGO annotations (https://www.syngoportal.org/). In SAMP8 group (SAMP8 water vs. SAMR1 water), gene counts are shown for **A** biological processes (BP) and **B** cellular components (CC). In TFQA group (SAMP8 TFQA vs. SAMP8 water), gene counts are shown for **C** BP and **D** CC. **E** Serotonin, **F** noradrenaline, and **G** dopamine contents in the cerebral cortex of SAMP8 and SAMR1 mice with TFQA and water treatments (*n* = 3 in each group). Data are expressed as the mean ± SD of three independent experiments. ****P < 0.0001, ***P < 0.001, **P < 0.01, and *P < 0.05 by ANOVA followed by Tukey’s post hoc test

Enhanced synaptic growth and plasticity influence action potentials and stimulate calcium channels, thereby enhancing neurotransmitter release [22]. The cerebral cortex critically supports memory, from short-term (seconds-minutes) to recent (1–2 days) and remote retention, as evidenced by inactivation and lesion studies. Its essential role encompasses consolidation, retrieval, and maintenance of memories, with demonstrated necessity in tasks ranging from fear recall to reward-place associations (Euston et al*.*, 2012). Due to the improvement in synaptic organization, we performed the ELISA assay to explore the effects of TFQA on neurotransmitters in the cerebral cortex. Serotonin levels in the cerebral cortex were assessed (Fig. 6E). Serotonin levels significantly increased after TFQA treatment, with a value of 0.86 pg/µg, compared to 0.52 pg/µg in the aging model. Figure 6F shows that enhanced noradrenergic activity during cognitively stimulating activities can delay the onset of behavioral and cognitive symptoms of neurodegenerative diseases. Compared to the SAMP8 and SAMR1 mice in the water treatment groups, noradrenaline content significantly increased, reaching 2.0 pg/µg in the SAMP8 mice treated with TFQA. In Fig. 6G, dopamine also increased in the TFQA-treated SAMP8 mice. Dopamine level was 35.3 pg/µg in the TFQA-treated SAMP8 mice, compared to 1.8 pg/µg in the aging mice. It is suggested that TFQA can effectively and positively activate neurotransmitters related to cognition and excitability in aging mice. Therefore, TFQA can stimulate neurotrophin signaling to improve synaptic organization and function, as well as enhance neurotransmitter secretion.

### TFQA alleviated neuroinflammation through neurotrophin signaling in aging mice

To further explain the anti-aging molecular mechanism of TFQA administration in the neurotrophin signaling pathway, we analyzed the module 0 Walk trap international network of the neurotrophin signaling pathway in TFQA (Fig. 7A). Walk trap works by using random walks to explore the network and identify clusters of proteins that are more densely connected with each other than with other proteins in the network. It is particularly useful for identifying groups of proteins that form functionally coherent sub-networks. As a pro-inflammatory factor, *Tnf* was significantly regulated in the neurotrophin signaling pathway by TFQA. 

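Tnf, on chromosome 17 from 35199367 to 35202007 of GRCm38.p6, was higher in the 3 hippocampal arrays of SAMP8 TFQA than in those of SAMP8 water. Its log2 value was 2.96 ± 0.13 (SD, n = 3 arrays) after TFQA, 2.62 ± 0.13 (SD, n = 3) in SAMP8 water and 2.68 ± 0.14 (SD, n = 3) in SAMR1 water. The log2 fold change after TFQA was 0.34 (standard error 0.15, adjusted p = 0.685 from limma), past the study's threshold, and that between the strains was -0.06 (standard error 0.15, adjusted p = 0.988). These values are among the 40% lowest of all transcripts. Of the 14 genes drawn in the module of Fig. 7A, which the study chose on these samples, so that they are not independent evidence, 13 were past the study's threshold, 7 higher and 6 lower, and 0 passed the adjusted test. Hdac4, a class II deacetylase, had a log2 fold change of 0.45 (standard error 0.17), the cytokine gene Il27 of -0.44 (standard error 0.19) and Smyd1, a methyltransferase of muscle, of -0.37 (standard error 0.16). The adaptor gene Tradd, which couples the TNF receptor to its pathways, had a log2 fold change of 0.28 (standard error 0.24) between the strains.

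**Figure D6:**
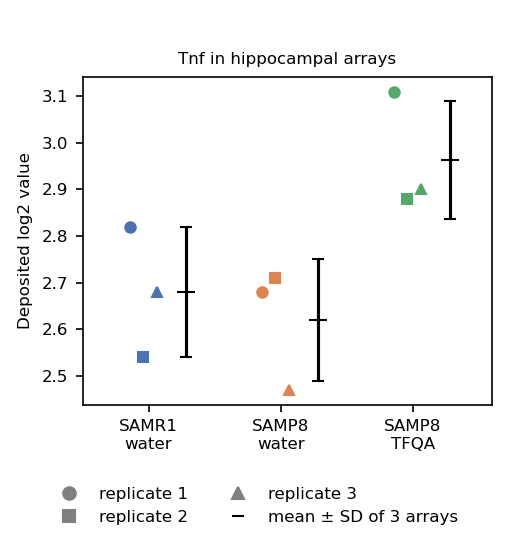
Deposited log2 value of Tnf (vertical axis) in each of the 3 arrays of SAMR1 water, SAMP8 water and SAMP8 TFQA (horizontal axis), with the mean and SD in black. The SAMP8 TFQA arrays are at 2.88 to 3.11 and the SAMP8 water arrays at 2.47 to 2.71.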

TNF plays a key role in synaptic scaling and neurogenesis. It may also regulate synaptic strength at excitatory synapses by increasing excitatory synaptic transmission and decreasing inhibitory transmission. TNF signaling can trigger a variety of cellular responses, which in turn activate several intracellular signaling pathways, such as NF-κB, p38, Jun N-terminal kinase (JNK), and ceramide/sphingomyelinase, leading to multiple outcomes including inflammation, proliferation, and apoptosis [23].

**Fig. 7:**
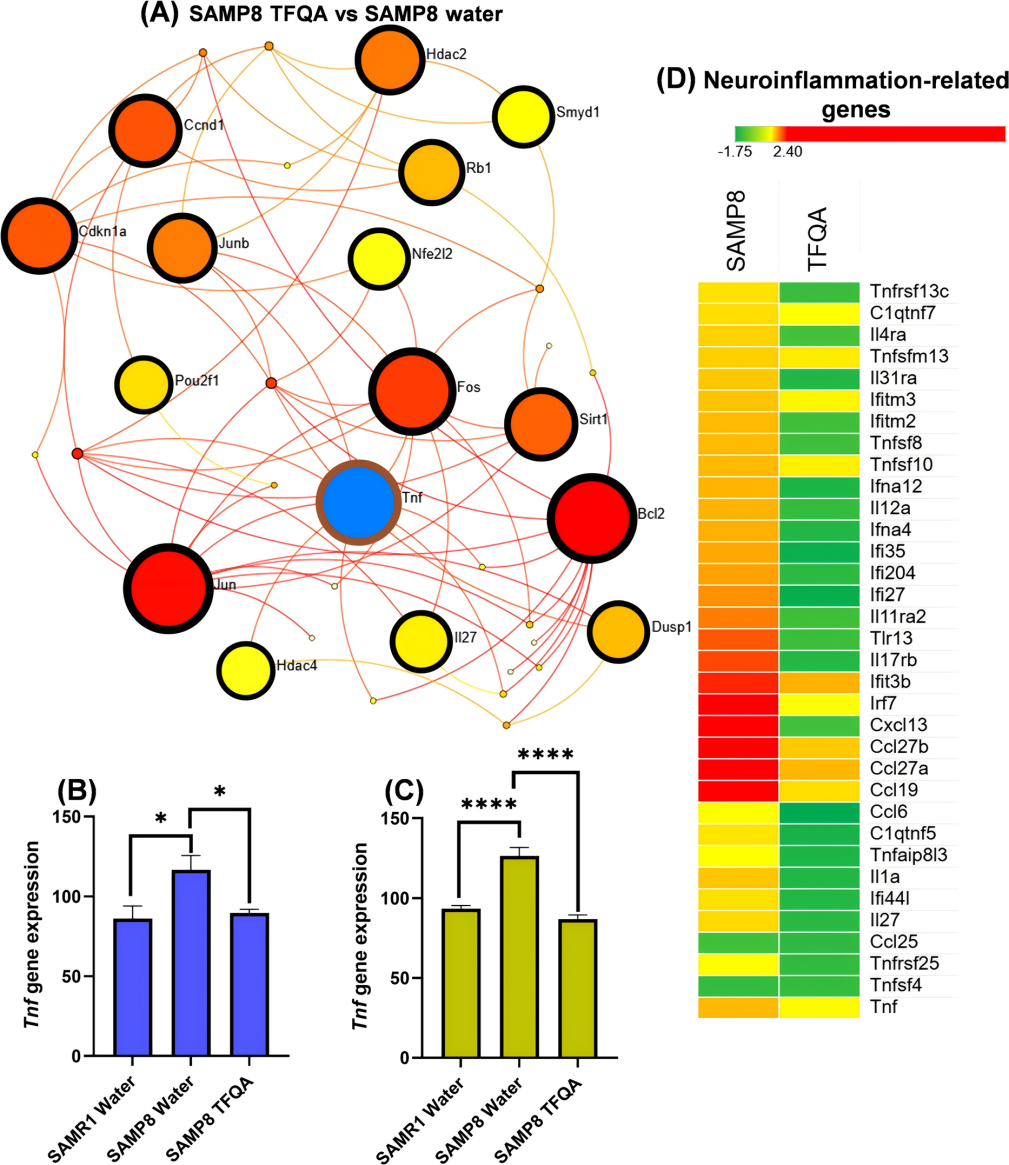
Neuroinflammation-related outcomes in SAMP8 and SAMR1 mice following water or TFQA administration. **A** Molecular interaction network (Module 0) of the neurotrophin signaling pathway in TFQA-treated mice, generated using NetworkAnalyst (https://www.networkanalyst.ca/NetworkAnalyst/home.xhtml). The walktrap algorithm was applied to detect densely connected sub-modules within the global protein–protein interaction (PPI) network. Module 0 represents the largest and most significant cluster. In the network, nodes represent proteins, and edges denote first-order (direct) interactions between them. Seed nodes are a subset of proteins used as starting points for module detection. The color intensity of red in each node reflects the statistical significance of the protein’s involvement in the interaction network (based on fold change). A blue-colored node highlights the most significantly enriched proteins in the neurotrophin signaling pathway network. mRNA expression of *Tnf* measured by quantitative real-time PCR following water and TFQA treatments in SAMP8 and SAMR1 mice. Results are shown for **B** cerebral cortex and **C** hippocampus (*n* = 5 per group). Data are expressed as the mean ± SD of three independent experiments. ****P < 0.0001, ***P < 0.001, **P < 0.01, and *P < 0.05 by ANOVA followed by Tukey’s post hoc test. **D** The heatmap displays fold change (FC) values of neuroinflammation-related genes in SAMP8 (SAMP8 + water vs. SAMR1 + water) and TFQA (SAMP8 + TFQA vs. SAMP8 + water) groups. Red indicates upregulation, and green indicates downregulation

To further confirm the therapeutic impact of TFQA on pro-inflammatory factors, we analyzed *Tnf* gene expression in the cerebral cortex and hippocampus of the brain. In Fig. 7B and C, compared to SAMR1 water-treated mice and water-treated SAMP8 mice, TFQA-treated aging mice showed significantly decreased *Tnf* expression, with measured values of 116.6 in the cerebral cortex and 126.5 in the hippocampus. In contrast, *Tnf* gene expression in aging mice was 89.5 and 86.9, respectively. It is elucidated that TFQA has a significant effect on inhibiting pro-inflammatory factors in aging. Figure 7D shows the fold changes (FCs) of genes related to neuroinflammation between SAMP8 and TFQA. Compared to SAMP8, there was a marked difference in FCs in TFQA. This further supports the conclusion that TFQA can effectively alleviate neuroinflammation in aging mice. 

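The chemokine genes Cxcl13, Ccl27a and Ccl19 rose in SAMP8 water vs. SAMR1 water, and after TFQA they had log2 fold changes of -0.19 (standard error 0.24), 0.54 (standard error 0.24) and 0.40 (standard error 0.24) from SAMP8 water. Ccl27a and Ccl19 lie in the stretch of chromosome 4 where 10 genes rose. Ifi204, a sensor of DNA, had log2 fold changes of 0.62 (standard error 0.20) between the strains and -0.40 (standard error 0.20) after TFQA, and Il31ra, an interleukin receptor, of 0.50 (standard error 0.15) and -0.44 (standard error 0.15). The interferon genes Ifna4 (0.50 and -0.35) and Ifna12 (0.43 and -0.37) and the receptor gene Tnfrsf13c (0.54 and -0.37) also changed sign, and Ifit3b, another interferon-induced gene, was at 0.86 (standard error 0.35) and 0.59 (standard error 0.35, 0.35 without SAMP8 TFQA replicate 2). Of the 25 genes drawn in red or orange for SAMP8 in Fig. 7D, 24 had higher values in SAMP8 water, 21 of them past the study's threshold, and Tnf did not. Those past the adjusted test are the 3 chemokine genes. Of the 22 genes drawn in green for TFQA, 22 had lower values, 11 of them past the study's threshold and 0 past the adjusted test. The study chose these genes on the same samples, so that the counts are not independent evidence. Of the 22, 20 had the opposite sign between the strains, in a comparison that shares the SAMP8 water arrays. The paper bases its conclusion that TFQA alleviates neuroinflammation on Tnf measured by qPCR, and takes the difference in FCs as further evidence.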

Overall, TFQA reduces *Tnf* expression by activating neurotrophin signaling and alleviating neuroinflammation in aging mice.

### TFQA improved neurotrophic factors in mice brain

To explore the target genes in the neurotrophin signaling pathway of TFQA treatment in SAMP8 mice, we analyzed the fold changes (FCs) heat maps of genes related to neurotrophin factors *Bdnf*, *Ngf*, neurotrophin-3 (*Ntf3*), and neurotrophin-4 (*Ntf4*) between SAMP8 and TFQA (Fig. 8A). Compared to the FCs heat maps of genes related to *Ngf*, *Ntf3*, and *Ntf4*, the FCs showed the most differences in *Bdnf*-related genes between SAMP8 and TFQA. Therefore, we further analyzed and verified the regulation of *Bdnf* by TFQA treatment in SAMP8 and SAMR1 mice. 

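Bdnf, on chromosome 2 from 109674700 to 109727043 of GRCm38.p6, had a log2 value of 10.03 ± 0.44 (SD, n = 3 arrays) in SAMP8 TFQA, 10.52 ± 0.19 (SD, n = 3) in SAMP8 water and 10.08 ± 0.43 (SD, n = 3) in SAMR1 water. Its log2 fold change was 0.44 (standard error 0.25, adjusted p = 0.891 from limma) between the strains and -0.49 (standard error 0.25, adjusted p = 0.723) after TFQA, which is less than the spread between the arrays of a group allows to be told from 0. Leaving out SAMP8 TFQA replicate 2, which had the lowest value of its group and the highest striatal score, gave a change of -0.28 after TFQA (adjusted p = 0.83), and without SAMR1 water replicate 2 that between the strains was 0.19. Ntrk2, which encodes the BDNF receptor TrkB, had log2 fold changes of -0.04 (standard error 0.16) and 0.09 (standard error 0.16), and Ntrk3, the receptor of neurotrophin-3, of -0.19 (standard error 0.23) and -0.11 (standard error 0.23). Ngfr, the p75 receptor of all neurotrophins, was at -0.03 (standard error 0.14) and 0.12 (standard error 0.14), and Sort1, sortilin, which binds the precursors of neurotrophins, at 0.06 (standard error 0.15) and -0.14 (standard error 0.15). Ntf5, the symbol under which the annotation lists neurotrophin-4, was at -0.09 (standard error 0.16) and -0.12 (standard error 0.16), with values among the lowest 40%. Of these 6 measured neurotrophins and receptors, 0 passed the study's threshold or the adjusted test over all genes or adjusted over the list alone in either comparison, and camera did not call the list (adjusted p = 0.922 between the strains, with a median log2 fold change of -0.03 and camera's direction up, and 0.629 after TFQA). The reference gene Gapdh had log2 fold changes of -0.04 (standard error 0.15) and -0.01 (standard error 0.15).

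**Figure D7:**
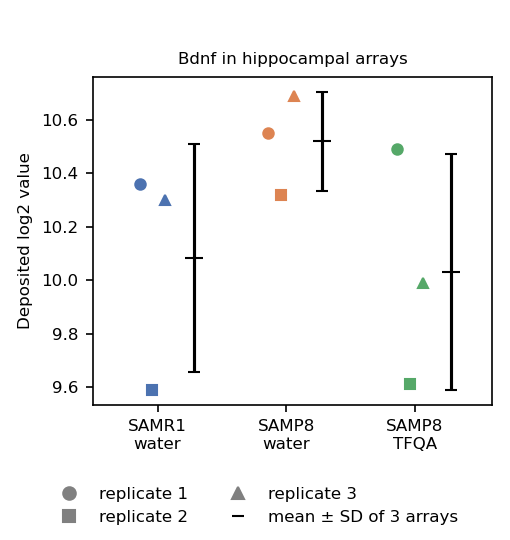
Deposited log2 value of Bdnf (vertical axis) in each of the 3 arrays of SAMR1 water, SAMP8 water and SAMP8 TFQA (horizontal axis), with the mean and SD in black. The values are 9.59 to 10.36 in SAMR1 water, 10.32 to 10.69 in SAMP8 water and 9.61 to 10.49 in SAMP8 TFQA.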

In the cerebral cortex and hippocampus, *Bdnf* gene expression increased significantly in SAMP8 mice treated with TFQA (Fig. 8B and C), with values of 120.3 and 101.9, respectively. In the serum, BDNF improved significantly to 47.4 pg/µL in TFQA-treated mice, compared to 24.2 pg/µL in SAMP8 mice treated with water (Fig. 8D). In the hippocampus, BDNF also increased remarkably after TFQA treatment, compared to the aging model (Fig. 8E). The BDNF content of TFQA-treated mice was 5.0 pg/µg, while that of SAMR1 mice was 4.7 pg/µg. In the cerebral cortex, TFQA increased BDNF levels, with a value of 2.1 pg/µg in SAMP8 mice treated with water (Fig. 8F). Additionally, in BDNF-AkaLuc mice, a single oral administration of TFQA significantly augmented the expression of BDNF protein in the mouse brain compared to the saline group (Fig. 8G). These results clarify that TFQA can effectively enhance BDNF to treat aging.

**Fig. 8:**
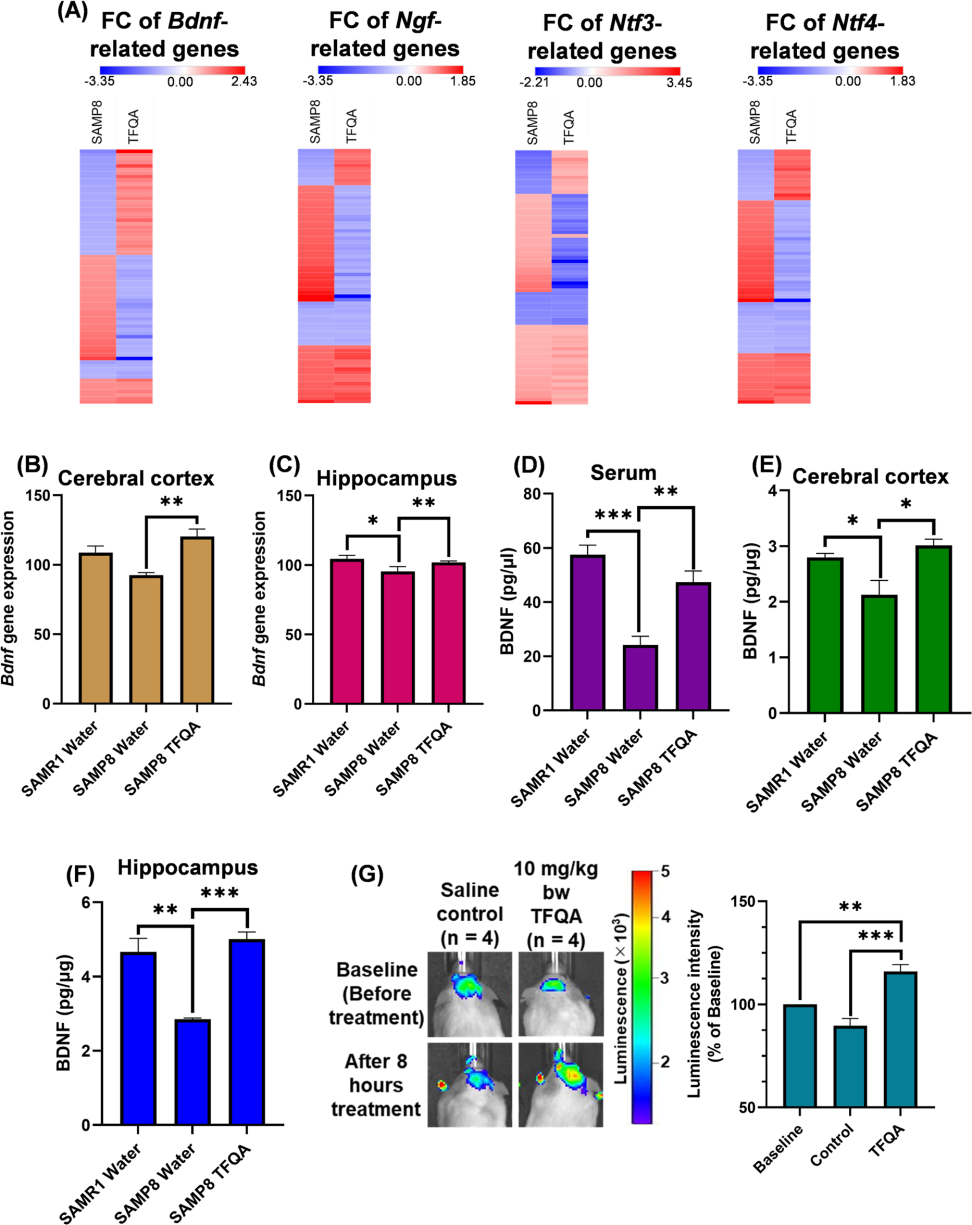
Neurotrophic factor expression following TFQA treatment in SAMP8 mice. **A** The heatmaps are displaying the expression levels (fold change values) of key neurotrophic factors BDNF, NGF, NT-3, and NT-4 in SAMP8 (SAMP8 water vs. SAMR1 water) and TFQA (SAMP8 TFQA vs. SAMP8 water) groups. Red indicates upregulation, and blue indicates downregulation. mRNA expression of *Bdnf* measured by quantitative real-time PCR following water and TFQA treatments in SAMP8 and SAMR1 mice. Results are shown for **B** cerebral cortex and **C** hippocampus (*n* = 3 in each group). Protein levels of BDNF measured by ELISA following water and TFQA treatments in SAMP8 and SAMR1 mice. Results are shown for **D** serum, **E** cerebral cortex, and **F** hippocampus (*n* = 4 in each group). **G** Bioluminescence imaging using AkaLumine-AkaLuc in BDNF-AkaLuc mice before and after 8 h of oral TFQA administration. Representative images show bioluminescence signals, and the rate of increase in luminescence intensity is quantified (*n* = 4 per group). Data are expressed as the mean ± SD of three independent experiments. ****P < 0.0001, ***P < 0.001, **P < 0.01, and *P < 0.05 by ANOVA followed by Tukey’s post hoc test

### TFQA exhibited spexcific binding affinity for the BDNF receptor TrkB

To further support the result of enhanced BDNF in SAMP8 mice treated with TFQA, we also investigated the effect of TFQA treatment on the BDNF receptor, TrkB. As a BDNF receptor, TrkB plays an important role in regulating neurogenesis and repairing neurogenic impairment [24]. We utilized a quantitative method to accurately measure the binding affinities of TFQA to TrkB. The TrkB protein showed stable interactions with TFQA (*Ka* = 2.888 × 10 M^−1^ s^−1^; *K*_*d*_ = 7.207 10^−1^ s^−1^) (Table 1 and Fig. 9A). We found that TFQA bind to the TrkB domain with a *K*_*D*_ of 2.496 10^−2^ M. The obtained dissociation equilibrium constant highlights the relative stability of the TFQA-TrkB complex. The maximum RU value of 1473.522 for TFQA indicates that the surface of TFQA has the capability to bind to TrkB molecules. This demonstrates the significant binding affinity of TFQA for TrkB.

**Table 1:** The response values of TrkB in different concentrations of TFQA

Concentration and compound	Response
31.25 µM TFQA	34.20654
67.5 µM TFQA	92.18701
125 µM TFQA	268.4684
250 µM TFQA	683.1385
500 µM TFQA	1473.522

**Fig. 9:**
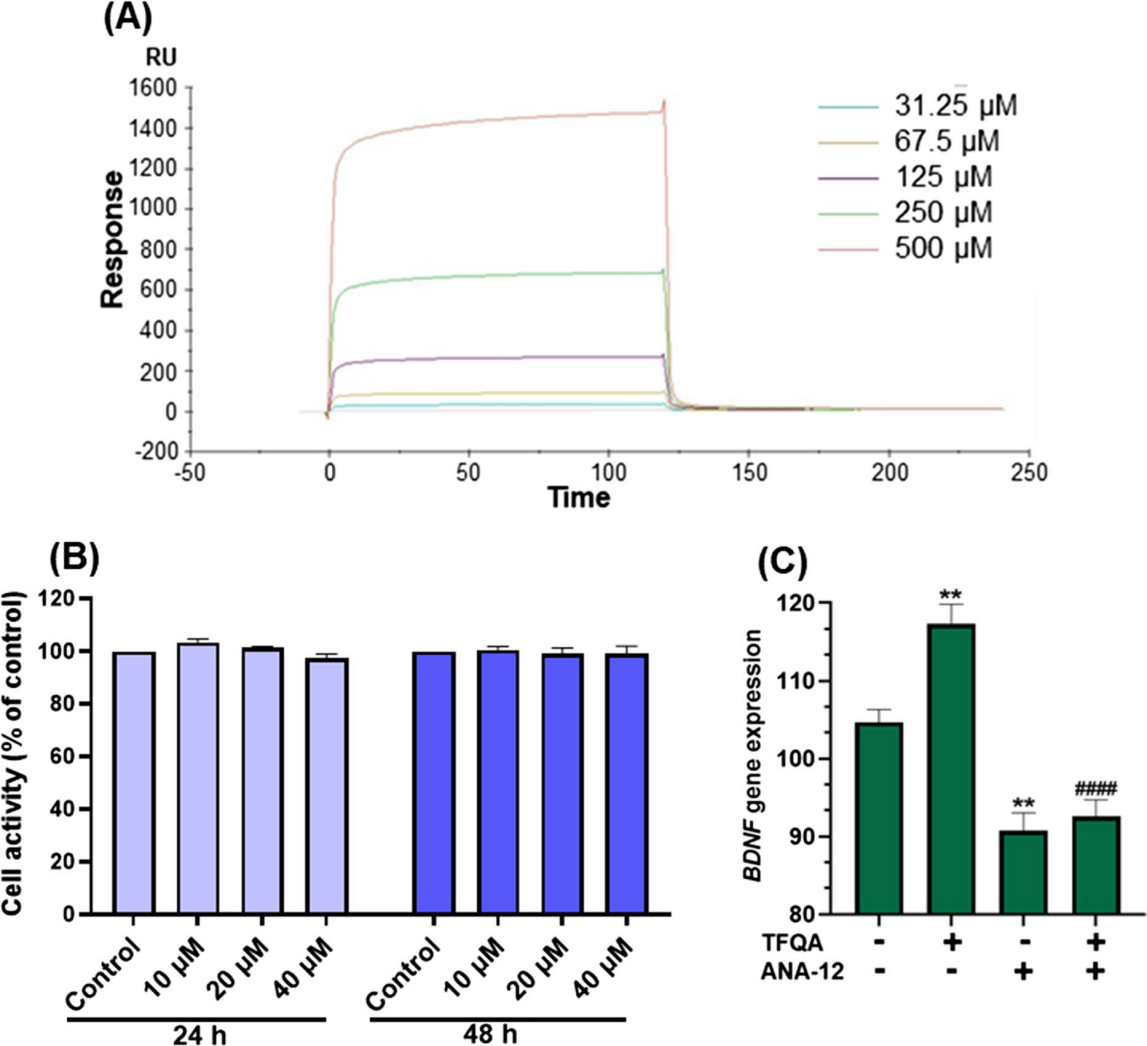
Effects of TFQA on modulation of TrkB, the primary receptor for BDNF. **A** The Biacore assay, a label-free, real-time surface plasmon resonance (SPR) technique, was used to assess the binding affinity of TFQA to TrkB. Binding response values at varying concentrations of TFQA indicate a dose-dependent interaction. **B** Cell activity of SH-SY5Y cells treated with increasing concentrations of TFQA for 24 and 48 h, evaluated using MTT assay (*n* = 4 per group). **C** *BDNF* mRNA expression levels in SH-SY5Y cells following treatment with vehicle control, ANA-12 (a TrkB antagonist), 10 µM TFQA, and 10 µM TFQA combined with ANA-12 for 24 h (*n* = 3 in each group). Data are expressed as the mean ± SD of three independent experiments. *Compared with control, ^#^compared with TFQA-treated group, **P < 0.01 and ^####^*P* < 0.0001 by ANOVA followed by Tukey’s post hoc test

In SH-SY5Y cells, at 24 and 48 h of treatments, there was no significant difference between the control and TFQA treatment groups (Fig. 9B). TFQA had no significant effect on cell viability and proliferation, and did not show significant toxicity to SH-SY5Y cells. Considering lower concentrations, 10 µM TFQA, along with 24-h treatment time, were selected for further quantitative real-time PCR analysis. In Fig. 9C, *BDNF* expression in 10 µM TFQA-treated groups increased significantly compared to the control group, with values of 117.269. After adding ANA-12, a TrkB antagonist, *BDNF* expression showed a significant decrease in the 10 µM TFQA treatment groups compared to the control group, with values of 92.5471. Overall, TFQA has the potential to specifically target TrkB to stimulate BDNF.

## Discussion

In this study, we conducted a 37-day TFQA intervention in the aging model SAMP8 mice. The results demonstrated that TFQA effectively shortened the escape latency and increased the time spent in the target quadrant and the number of platform crossings, as well as the distance swum and swimming speed. The therapeutic effects of TFQA were explored through a comprehensive analysis of genome, ELISA, and quantitative real-time PCR. Findings revealed that TFQA ameliorates neuroinflammation, improves neurotransmitter secretion, and enhances synaptic organization by enriching the neurotrophin signaling pathway and boosting the gene expression and protein content of BDNF in aging mice. Moreover, in BDNF-AkaLuc mice, TFQA administration significantly enhanced the expression of BDNF protein in the mouse brain, further confirming that TFQA can remarkably stimulate BDNF translation. In the biacore assay, a potential affinity between TFQA and the BDNF receptor TrkB was observed. In addition, in SH-SY5Y cells, TFQA treatment not only increased the gene expression of *BDNF* but also inhibited the effect of TFQA on increasing BDNF when the TrkB inhibitor ANA-12 was added. TFQA may specifically enhance binding with TrkB.

During normal aging, various memory, cognitive, and motor-related processes gradually undergo process-specific decline [3]. The SAMP8 mouse strain serves as an established aging model characterized by premature onset of learning and memory impairments. Notably, pharmacological interventions demonstrate age-dependent efficacy in improving memory processing functions in these P8 mice [25]. The MWM test was introduced two decades ago as a tool for investigating spatial learning and memory in laboratory mice. Since then, it has become one of the most widely used experimental paradigms in behavioral neuroscience [26]. Firstly, we investigated the cognitive ability through the MWM test after TFQA administration. These results align with existing research on natural compounds and pharmacological treatments, confirming that SAMP8 mice display significant deficits in cognitive function and spatial learning as evidenced by their impaired performance in the MWM test [27, 28]. Following treatment administration, we observed comprehensive improvements in multiple behavioral metrics: the escape latency during training trials was significantly shortened, total swimming duration decreased while swimming speed increased, the number of platform crossings rose substantially, and the time spent in the target quadrant showed notable prolongation. These quantitative behavioral improvements collectively demonstrate the therapeutic efficacy of the intervention in ameliorating age-related cognitive decline in this established murine model of accelerated aging.

Our GO (Gene Ontology) analysis revealed significant enrichment of synaptic transmission, neurotransmitter secretion, and calcium ion transport processes in TFQA-treated SAMP8 mice (Fig. 4). The aging nervous system undergoes progressive functional decline across multiple cognitive domains, mediated through complex neurobiological mechanisms. Current neurogerontological research demonstrates that region-specific neuronal vulnerability and synaptic loss disrupt functional neural networks. At the cellular level, age-related neurodegeneration manifests as (1) synaptic density reduction and plasticity impairment, (2) neurotransmitter receptor dysregulation, (3) neurochemical signaling imbalances, (4) cytoskeletal reorganization and organelle dysfunction, and (5) compromised action potential propagation. These multiscale alterations collectively underlie the pathogenesis of age-associated cognitive impairment [29]. Accumulating evidence indicates that disruption of these synaptic connections contributes significantly to age-related brain alterations and cognitive decline [30]. Advanced in vivo two-photon imaging studies in aged mice have revealed impaired basal synaptic dynamics in cortical dendrites and presynaptic terminals, accompanied by a marked reduction in learning-induced formation of new dendritic spines [31]. Notably, quantitative ultrastructural analyses demonstrate a significant decrease in synaptic vesicle density at hippocampal mossy fiber-CA3 and CA3-CA1 synaptic terminals during aging [32]. These age-dependent structural synaptic modifications are functionally consequential, leading to measurable deficits in neural circuit operation and cognitive performance. Consistent findings across multiple studies have established that aging is associated with characteristic alterations in synaptic transmission, excitability, and plasticity within hippocampal and cortical networks. However, our current understanding remains limited regarding the underlying mechanisms driving these alterations, as well as the precise relationship between TFQA and age-associated synaptic remodeling and cognitive deterioration. Advanced aging appears to be associated with progressive dysregulation across multiple neurotransmitter systems that collectively modulate brain function. The observed decline in neurotransmitter biosynthesis capacity may be mechanistically linked to age-related perturbations in circulating metabolites. Particularly during advanced aging phases, cumulative neuropathological processes—including selective neuronal vulnerability, age-associated pathologies, and other comorbid conditions—may synergistically exacerbate alterations in central neurotransmitter dynamics [33]. Regarding the enhanced calcium ion transport processes induced by TFQA administration, current evidence suggests that this compound may improve cerebral calcium homeostasis through dual mechanisms: mitigating oxidative damage to calmodulin (thereby restoring plasma membrane Ca^2+^-ATPase activation) and directly enhancing plasma membrane Ca^2+^-ATPase functionality. These synergistic effects collectively improve neuronal calcium clearance capacity and consequently ameliorate cognitive performance [34].

In the KEGG result of this research, TFQA treatment significantly regulated the neurotrophin signaling (Fig. 5). Neurotrophic factors represent a family of secreted proteins indispensable for neuronal development. Extensive studies have established NGF as crucial for the survival and development of the peripheral nervous system [35]. Importantly, NGF undergoes retrograde transport from peripheral target sites to neuronal cell bodies, thereby promoting survival during developmental programmed cell death [36]. In the central nervous system, BDNF has been identified as the predominant neurotrophic factor, where its abundant expression modulates multiple aspects of neuronal function including growth, morphological differentiation, synaptic plasticity, and structural remodeling [7]. In Fig. 6A, B, C, and D and Table S7, S8, S9, and S10, the hub node lists of the neurotrophin signaling pathway in TFQA remarkably regulated the synaptic functions, specially the presynaptic and postsynaptic functions. Evidence suggests that neurotrophins can modulate synaptic transmission through both presynaptic and postsynaptic mechanisms. The neuronal study provided direct evidence supporting the presynaptic action site, where adenovirus-mediated expression of truncated TrkB receptors in presynaptic neurons abolished BDNF-induced potentiation of both evoked and spontaneous synaptic transmission [37]. On the other hand, substantial evidence demonstrates that neurotrophic factors exert significant postsynaptic effects. Microinjection of receptor tyrosine kinase inhibitors into postsynaptically cultured hippocampal neurons effectively suppresses neurotrophin-induced increases in firing frequency and the accompanying enhancement of synaptic currents [38]. At postsynaptic sites, BDNF application potentiates N-methyl-D-aspartate (NMDA) receptor channel activity in both cortical and hippocampal cultures, while NMDA receptor antagonists completely block BDNF-induced augmentation of spontaneous synaptic currents [39]. Furthermore, in hippocampal slices, BDNF-mediated synaptic potentiation requires putative postsynaptic protein synthesis [40]. These collective findings underscore the critical need to precisely delineate the subcellular localization of neurotrophic factor actions (presynaptic versus postsynaptic) and identify their coupled signaling components.

TFQA treatment significantly increased the levels of key neurotransmitters including serotonin, norepinephrine, and dopamine, demonstrating its potential neuromodulatory effects (Fig. 6E–G). Firstly, the loss of serotonergic neurons and neurotransmitters in normal aging and late-life neuropsychiatric disorders may contribute to behavioral changes commonly observed in the aging population [41]. Serotonin depletion impairs memory formation, while enhanced serotonergic function promotes mnemonic processes. With respect to learning and memory, a key functional consequence of elevated serotonin levels is the modulation of more direct neurophysiological effects mediated by other neurotransmitter systems [42] and neurotrophic factors [43]. Furthermore, noradrenergic activity shows selective engagement in the cerebral cortex during spatial working memory tasks [44]. The pharmacological damage induced by 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP) leads to noradrenergic dysfunction, which is associated with impairments in attention, attentional shifting, working memory, cognitive flexibility, and problem-solving abilities [45]. Furthermore, neurotrophic factors promote the survival of noradrenergic neurons and upregulate norepinephrine uptake. These factors are considered crucial for maintaining noradrenergic innervation in the aging brain [46]. This suggests that stimulating noradrenergic activity through engaging activities could be an effective approach for preventing neurodegenerative diseases throughout life [47]. Regarding dopamine, with aging, the decline in dopamine production and receptor sensitivity contributes to cognitive slowing, motor impairments, and mood disorders. The increase in dopamine is crucial for treating both age-related changes in brain function and neurodegenerative diseases [48]. Impairment of dopaminergic pathways induces cognitive deficits across multiple domains in rodents and primates, including memory, attention, and inhibitory control. Human studies demonstrate that dopaminergic agonists may enhance performance, whereas antagonists impair performance in specific executive function and working memory tasks [49]. During aging, BDNF knockout mice exhibit reductions in both dopaminergic neuron size and motor coordination [50]. These findings suggest that TFQA may enhance synaptic plasticity and improve cognitive capabilities by promoting neurotransmitter release through activation of neurotrophic factors. During learning processes, neural inputs activate cerebral immune cells—including T cells and microglia—via neurotransmission and neurohormonal pathways. These activated immune cells secrete diverse mediators such as inflammatory cytokines and neurotrophic factors, which collectively facilitate plasticity-associated processes in neurons, astrocytes, and neural precursor cells. Such neuroimmune interactions ultimately consolidate spatial memory and hippocampal function while promoting neurogenesis [51]. This was confirmed by our analysis of T neuroinflammation in TFQA-treated aging mice (Fig. 7). For the pro-inflammatory factor *Tnf*, after TFQA treatment, *Tnf* expression was significantly decreased in the cerebral cortex and hippocampus. TFQA treatment significantly reduced TNF expression in both the cerebral cortex and hippocampus, contrasting with its marked elevation in elderly populations that establishes TNF as a validated biomarker of age-related chronic inflammation [52]. As a key mediator of neuroinflammation-induced neuronal dysfunction and cognitive impairment, TNF’s pathogenic role is further demonstrated by the ability of its synthesis inhibitors to reverse hippocampal deficits [53], while the flavonoid naringenin ameliorates age-related neuronal loss and improves spatial memory in aged mice through plasma TNF downregulation [54]. Notably, BDNF exerts neuroprotection by suppressing lipopolysaccharide-induced TNF production, with TNF’s neurotoxic effects being attenuated through TrkB receptor blockade [55]. These collective findings provide compelling evidence that upregulating neurotrophic signaling pathways offers a promising therapeutic approach for combating neuroinflammation during aging.

In the BDNF experimental results, TFQA demonstrated significant binding affinity for TrkB (the receptor for BDNF) and markedly enhanced both *Bdnf* gene expression and BDNF protein levels (Fig. 8). Emerging evidence highlights TrkB-targeted pharmacological strategies for neurotrophic modulation, where various compounds exert neuroprotective effects through TrkB affinity. Specifically, the natural compound oleacein functions as a TrkB agonist, demonstrating potential anti-neuroinflammatory and antidepressant properties via BDNF/TrkB pathway modulation [56]. Clinically, rapid-acting antidepressants like fluoxetine directly bind to the transmembrane domain of TrkB, facilitating its synaptic localization and subsequent BDNF activation, thereby enhancing neurite outgrowth and dendritic arborization [57]. These findings provide compelling evidence that enhancing the binding affinity between TFQA and TrkB effectively promotes synaptic growth. The elevated BDNF levels induced by TFQA administration exhibit high specificity in activating TrkB receptors, thereby enhancing neuronal survival, differentiation, and synaptic function. BDNF has demonstrated neuroprotective efficacy by activating TrkB in both the hippocampus and striatum of mice, while also improving motor learning capacity in rats following traumatic brain injury [58]. Notably, age-related impairments in GABAergic neuroplasticity resulting from BDNF mRNA knockdown in aged mice can be effectively rescued through prolonged exogenous BDNF treatment, leading to significant cognitive improvement [59]. Although TFQA administration in aging mice has demonstrated anti-aging effects by upregulating neurotrophic signaling (particularly BDNF) and stimulating synaptic and neurotransmitter activity, certain aspects of its underlying mechanisms require further clarification. Specifically, whether TFQA acts directly on neurotrophic pathways in the brain or through secondary mediators remains to be fully determined, as do the detailed molecular processes linking neurotrophic signaling to enhanced synaptic growth and function.

While our study establishes the anti-aging effects of TFQA on enhancing neurotrophin signaling, several considerations merit consideration. Given the synthetic nature of TFQA, future studies should prioritize two key translational directions: (1) systematic evaluation of its pharmacokinetic profile and blood–brain barrier penetration to optimize dosing regimens, and (2) preclinical validation in non-human primate models of age-related cognitive decline to bridge the gap toward human trials. Additionally, structure–activity relationship studies could further refine TFQA’s selectivity for TrkB over related tyrosine kinase receptors, minimizing off-target effects. These efforts would strengthen its potential as a clinically viable neurotrophic modulator, particularly for neurodegenerative conditions where endogenous BDNF signaling is compromised.

## Conclusions

The development of new strategies to promote nervous system development in aging-related diseases is a major therapeutic challenge. Our results suggest that in aging SAMP8 mice, TFQA treatment improves spatial learning and memory through increased neurotransmitter secretion, enhanced synaptic organization, and the amelioration of neuroinflammation by significantly stimulating BDNF in the neurotrophin signaling pathway. Interestingly, we also found that TFQA has a special effect on promoting *BDNF* in SH-SY5Y cells, and there is the potential affinity between TFQA and TrkB. Moreover, it is important to determine how TFQA binds to TrkB to enhance biological activity. Together, we conclude that TFQA is a promising novel drug for improving spatial memory, cognition, and treating aging.

## Supplementary Information

Below is the link to the electronic supplementary material.

ESM 1

## Data Availability

Microarray dataset is deposited in Gene Expression Omnibus (GEO) under Accession Number: GSE283354.

## Abbreviations

*AD*: Alzheimer’s disease
*PD*: Parkinson’s disease
*Bdnf*: Brain-derived neurotrophic factor
*TrkB*: Tyrosine receptor kinase B
*QA*: Quinic acid
*Tnf*: Tumor necrosis factor
*NGF*: Nerve growth factor
*FQA*: Feruloylquinic acid
*ERK*: Extracellular signal-regulated kinase
*TFQA*: 3,4,5-Tri-Feruloylquinic acid
*SAMP8*: Senescence-accelerated mouse prone 8
*SAMR1*: Senescence-accelerated mouse resistant 1
*MWM*: Morris water maze
*DAVID*: Database for Annotation, Visualization, and Integrated Discovery
*SynGO*: Synaptic Gene Ontologies
*ELISA*: Enzyme-linked immuno-sorbent assay
*AkaLuc*: Aequorin-luciferase reporter
*MTT*: 3-(4,5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide
*DEG*: Differentially expressed gene
*FC*: Fold change
*BP*: Biological processes
*CC*: Cellular components
*GO*: Gene Ontology
*Wnt*: Wingless-related integration site
*PPI*: Protein-protein interaction
*KEGG*: Kyoto Encyclopedia of Genes and Genomes
*PI3K-Akt*: Phosphatidylinositol 3-kinase/protein kinase B
*MAPK*: Mitogen-activated protein kinase
*mTOR*: Mammalian target of rapamycin
*NF-κB*: Nuclear component kappa B
*JNK*: Jun N-terminal kinase
*Aβ*: Amyloid beta peptide
*NMDA*: N-Methyl-D-aspartate
*MPTP*: 1-Methyl-4-phenyl-1,2,3,6-tetrahydropyridine

# Supplementary material for: A novel synthetic 3,4,5-tri-feruloylquinic acid enhances learning and memory via neurotrophin signaling in an aging model senescence-accelerated prone 8 mice
**Source:** GeroScience. 2025 Jul 23;48(2):2563–86. doi: 10.1007/s11357-025-01783-7
**Supplement:** Supplementary file 1

SUPPORTING INFORMATION

A novel synthetic 3,4,5-tri-Feruloylquinic acid enhances learning and memory via neurotrophin signaling in an aging model senescence-accelerated prone 8 mice

*Hongyu Lin^1^, Kazunori Sasaki^2, 3^, Farhana Ferdousi**^1,3, 4^,* *Shinji Kondo^3^*, *Hiroko Isoda^1, 2, 3, 4, *^*

**Content**

[**Table S1.** Data of escape latency (s) in SAMP8 and SAMR1 mice with TFQA and water treatments 3](#_Toc197464462)

[**Table S2.** Data of time spent in the target quadrant, numbers of crossings of platform, distance and speed of swimming during learning in SAMP8 and SAMR1 mice with TFQA and water treatments 4](#_Toc197464463)

[**Table S3.** Summary of BP and CC enriched by downregulated DEGs in SAMP8 water vs SAMR1 water 5](#_Toc197464464)

[**Table S4.** Summary of BP enriched by upregulated DEGs in SAMP8 water vs SAMR1 water 6](#_Toc197464465)

[**Table S5.** Summary of BP and CC enriched by upregulated DEGs in SAMP8 TFQA vs SAMP8 water 7](#_Toc197464466)

[**Table S6.** Summary of BP enriched by downregulated DEGs in SAMP8 TFQA vs SAMP8 water 8](#_Toc197464467)

[**Table S7.** Summary of BP terms from the hub genes of neurotrophin signaling pathway of SAMP8 9](#_Toc197464468)

[**Table S8.** Summary of CC terms from the hub genes of neurotrophin signaling pathway of SAMP8 10](#_Toc197464469)

[**Table S9.** Summary of BP terms from the hub genes of neurotrophin signaling pathway of TFQA 11](#_Toc197464470)

[**Table S10.** Summary of CC terms from the hub genes of neurotrophin signaling pathway of TFQA 12](#_Toc197464471)

**Table S1.** Data of escape latency (s) in SAMP8 and SAMR1 mice with TFQA and water treatments

|  | **Day 1** | **Day 2** | **Day 3** | **Day 4** | **Day 5** | **Day 6** | **Day 7** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **SAMR1 water** | 37.08 | 36.12 | 37.90 | 30.68 | 34.68 | 29.55 | 21.44 |
| **SAMP8 water** | 56.78 | 48.88 | 55.05 | 48.58 | 46.72 | 51.88 | 47.81 |
| **SAMP8 TFQA** | 54.60 | 46.47 | 35.99 | 36.87 | 29.75 | 31.73 | 22.05 |

**Table S2.** Data of time spent in the target quadrant, numbers of crossings of platform, distance and speed of swimming during learning in SAMP8 and SAMR1 mice with TFQA and water treatments

|  | **Time (s)** | **Numbers** | **Distance (cm)** | **Speed (cm/s)** |
| --- | --- | --- | --- | --- |
| **SAMR1 water** | 20.42 | 1.67 | 11403.37 | 180.16 |
| **SAMP8 water** | 21.03 | 0.17 | 5890.63 | 90.32 |
| **SAMP8 TFQA** | 28.14 | 1.75 | 7877.93 | 127.46 |

**Table S3.** Summary of BP and CC enriched by downregulated DEGs in SAMP8 water vs SAMR1 water

| **ID** | **Term** | **Enrichment** | **Count** | **Class** |
| --- | --- | --- | --- | --- |
| GO:0048814 | Regulation of dendrite morphogenesis | 7.41 | 3 | BP |
| GO:0046928 | Regulation of neurotransmitter secretion | 7.14 | 3 | BP |
| GO:0007269 | Neurotransmitter secretion | 5.84 | 3 | BP |
| GO:1990090 | Cellular response to nerve growth factor stimulus | 5.71 | 4 | BP |
| GO:0007218 | Neuropeptide signaling pathway | 5.59 | 8 | BP |
| GO:0007049 | Cell cycle | 1.58 | 16 | BP |
| GO:0030672 | Synaptic vesicle membrane | 4.13 | 10 | CC |
| GO:0098982 | GABA-ergic synapse | 3.81 | 10 | CC |
| GO:0043025 | Neuronal cell body | 1.99 | 21 | CC |
| GO:0043005 | Neuron projection | 1.92 | 12 | CC |
| GO:0045202 | Synapse | 1.72 | 28 | CC |
| GO:0098978 | Glutamatergic synapse | 1.66 | 21 | CC |

**Table S4.** Summary of BP enriched by upregulated DEGs in SAMP8 water vs SAMR1 water

| **ID** | **Term** | **Enrichment** | **Count** | **Class** |
| --- | --- | --- | --- | --- |
| GO:0033198 | Response to ATP | 5.05 | 4 | BP |
| GO:0045577 | Regulation of B cell differentiation | 12.96 | 3 | BP |
| GO:0060337 | Type I interferon-mediated signaling pathway | 7.56 | 4 | BP |
| GO:0071346 | Cellular response to type II interferon | 5.41 | 11 | BP |
| GO:0035458 | Cellular response to interferon-beta | 5.04 | 6 | BP |
| GO:0033077 | T cell differentiation in thymus | 5.04 | 4 | BP |
| GO:0002376 | Immune system process | 2.94 | 27 | BP |
| GO:0006915 | Apoptotic process | 1.84 | 20 | BP |

**Table S5.** Summary of BP and CC enriched by upregulated DEGs in SAMP8 TFQA vs SAMP8 water

| **ID** | **Term** | **Enrichment** | **Count** | **Class** |
| --- | --- | --- | --- | --- |
| GO:0007269 | Neurotransmitter secretion | 6.30 | 4 | BP |
| GO:0010975 | Regulation of neuron projection development | 4.83 | 4 | BP |
| GO:0007268 | Chemical synaptic transmission | 3.76 | 12 | BP |
| GO:0050808 | Synapse organization | 3.75 | 7 | BP |
| GO:0035249 | Synaptic transmission, glutamatergic | 3.65 | 4 | BP |
| GO:0071805 | Potassium ion transmembrane transport | 3.63 | 9 | BP |
| GO:0007612 | Learning | 3.42 | 5 | BP |
| GO:0006816 | Calcium ion transport | 2.77 | 8 | BP |
| GO:0007420 | Brain development | 2.33 | 11 | BP |
| GO:0007049 | Cell cycle | 1.92 | 24 | BP |
| GO:0030154 | Cell differentiation | 1.55 | 30 | BP |
| GO:0060076 | Excitatory synapse | 5.33 | 5 | CC |
| GO:0043025 | Neuronal cell body | 2.88 | 38 | CC |
| GO:0098982 | GABA-ergic synapse | 2.74 | 9 | CC |
| GO:0043005 | Neuron projection | 2.69 | 21 | CC |
| GO:0098978 | Glutamatergic synapse | 2.47 | 39 | CC |
| GO:0031982 | Vesicle | 2.25 | 8 | CC |
| GO:0045202 | Synapse | 2.60 | 42 | CC |

**Table S6.** Summary of BP enriched by downregulated DEGs in SAMP8 TFQA vs SAMP8 water

| **ID** | **Term** | **Enrichment** | **Count** | **Class** |
| --- | --- | --- | --- | --- |
| GO:0016055 | Wnt signaling pathway | 2.03 | 10 | BP |
| GO:0006954 | Inflammatory response | 2.01 | 17 | BP |
| GO:0002376 | Immune system process | 1.75 | 20 | BP |
| GO:0006915 | Apoptotic process | 1.70 | 23 | BP |

**Table S7.** Summary of BP terms from the hub genes of neurotrophin signaling pathway of SAMP8

| **BP ontology terms** | **Gene count** | **p-value** | **q-value** |
| --- | --- | --- | --- |
| process in the synapse | 5 | 0.2423 | 0.2423 |
| synapse organization | 3 | 0.1349 | 0.2423 |

**Table S8.** Summary of CC terms from the hub genes of neurotrophin signaling pathway of SAMP8

| **CC ontology terms** | **Gene count** | **p-value** | **q-value** |
| --- | --- | --- | --- |
| postsynapse | 5 | 0.1369 | 0.2738 |
| synapse | 6 | 0.2807 | 0.2807 |

**Table S9.** Summary of BP terms from the hub genes of neurotrophin signaling pathway of TFQA

| **BP ontology terms** | **Gene count** | **p-value** | **q-value** |
| --- | --- | --- | --- |
| process in the postsynapse | 7 | 4.68e-5 | 3.28e-4 |
| regulation of postsynaptic membrane neurotransmitter receptor levels | 5 | 3.06e-4 | 1.07e-3 |
| process in the synapse | 11 | 1.42e-3 | 2.48e-3 |
| neurotransmitter receptor localization to postsynaptic specialization membrane | 3 | 1.20e-3 | 2.48e-3 |
| synapse organization | 6 | 3.48e-3 | 4.87e-3 |
| synapse assembly | 3 | 0.0193 | 0.0225 |
| chemical synaptic transmission | 3 | 0.0249 | 0.0249 |

**Table S10.** Summary of CC terms from the hub genes of neurotrophin signaling pathway of TFQA

| **CC ontology terms** | **Gene count** | **p-value** | **q-value** |
| --- | --- | --- | --- |
| postsynaptic density | 9 | 3.30e-6 | 1.98e-5 |
| postsynapse | 12 | 5.88e-5 | 1.76e-4 |
| synapse | 15 | 1.18e-4 | 2.36e-4 |
| integral component of postsynaptic density membrane | 3 | 7.37e-3 | 0.0111 |
| integral component of presynaptic membrane | 3 | 0.0107 | 0.0128 |
| presynapse | 6 | 0.0319 | 0.0319 |

How the deposited data were processed for this re-analysis (not part of the article)

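Gene expression was measured on 9 Clariom S Mouse arrays, 3 each from SAMR1 mice given water, SAMP8 mice given water and SAMP8 mice given TFQA (1 mg/kg for 37 days). The paper describes the tissue as hippocampus. The sample labels give brain and neural stem cells, and the comparison follows the paper. The RNA input is 100 ng in the paper and 9.1 µg in the labels.

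The authors labelled the RNA with GeneChip WT PLUS reagents, scanned the arrays on a GeneAtlas and normalized them with SST-RMA in the Transcriptome Analysis Console, while the labels name RMA with genome mm10 and give no version. The deposited values are log2 signals after background correction, normalization between arrays and summary of probes, 1 value per transcript and array. The table holds 22206 transcripts, 19572 with 1 gene symbol, 0 with several and 2634 with none, and 19505 distinct genes. In 55 genes more than 1 transcript was present. For gene lists the transcript with the highest mean over the 9 arrays was used. There are 254 transcripts whose 9 values equal those of another. Gene positions are those of GRCm38.p6. No filter was applied, since the detection calls named in Fig. 3A were not used here. The column medians lie between 6.76 and 6.81, and correlations between arrays between 0.9876 and 0.9934. The number of arrays limits the precision: the median standard error of a log2 fold change was 0.190.

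In R 4.3.3, limma 3.58.1 fitted 1 coefficient per group over all 9 arrays (lmFit, eBayes with default settings) and tested SAMP8 water vs. SAMR1 water, SAMP8 TFQA vs. SAMP8 water and, for the closing part only, SAMP8 TFQA vs. SAMR1 water. The study's threshold, an unadjusted p under 0.05 with a fold change over 1.1, was counted beside a Benjamini-Hochberg adjusted p under 0.05. Both main comparisons share the SAMP8 water arrays, so that overlap and correlation were set beside 100 simulations without effect. The 56 gene lists were tested with camera at a preset correlation of 0.01, and also with an estimated correlation, with fry and with a hypergeometric test. The method was tested on 1 set of simulated data. In it, 100 transcripts were given a log2 difference of 1 between SAMP8 TFQA and SAMP8 water, and another 100 a difference of 2. Of the former, 62 were recovered at an adjusted p under 0.05 and 96 at the study's threshold, and of the latter 97 and 100. Both sizes shared 1 adjustment. The noise was drawn independently for each transcript, without the shifts of marker lists seen in the real arrays. Recovery in the real arrays may therefore be lower.

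Genes named in the text were taken from the 10 with the largest rise and the 10 with the largest fall at an adjusted p under 0.05 whose groups do not overlap, filled from those past the study's threshold where fewer pass, which was the case for all 10 of each direction after TFQA, the genes that the paper names in its text or in Fig. 5A, 7A or 7D, neurotrophins and their receptors, Gapdh, and up to 4 members with the smallest p of each list. Not all genes that this rule gives are named. A gene named for either comparison is also given in the other. Fam205a3, Chka, Trpv4, Rps6ka6 and Rgs9, outside this rule, and the genes printed array by array were chosen after their values were seen.

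Alternatives were a fit of 2 groups at a time, a block for the replicate number, eBayes with trend and robust settings, quantile normalization again, centring of each array on its median, leaving out the 40% dimmest transcripts, one-way ANOVA without moderation, array weights, and leaving out each array in turn. Chosen after seeing the data were the striatal, meningeal and choroid plexus scores as covariates and 1 transcript kept of each set with equal values. GO, KEGG and SynGO enrichment and PPI networks were not recomputed, because their annotation is not used here, and the qPCR, ELISA and behavioral measurements of the paper have no array values.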

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

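The tests of striatal markers and of gene copies, and the rule that the ependymal difference lie beyond 2 standard errors, were chosen only after the result was seen. All results in this part were computed on the same arrays in which they were noticed.

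Striatal, choroid plexus and meningeal markers shifted between groups. The striatal score was 2.83 in SAMP8 TFQA replicate 2, above all 6 water arrays (-0.63 to 0.37), in a signal that the paper does not report, and all 15 of 15 markers were highest in that array, which is consistent with striatal tissue in its dissection as a candidate source. The list shares no gene with the other cell type lists and 7 with any list, 13 of its members are above the dimmest 40% in the water arrays, and in SAMP8 TFQA replicate 2 Penk read 17.22, Rgs9 14.45, Tac1 13.90 and Ppp1r1b 11.93. The higher score of the other TFQA arrays was -0.32, within the range of the water arrays, which argues against a response of striatal transcripts to TFQA. Between the strains, 10 meningeal markers were higher at the study's threshold while ependymal markers had a median log2 fold change of -0.21. The choroid plexus minus ependymal difference was 0.73 (standard error 0.14). This direction goes against tissue from the edge of the dissection with its ependyma. Within SAMR1 water and within SAMP8 water, though not within SAMP8 TFQA, the ependymal and choroid plexus scores ranked the arrays alike. The ependymal scores also overlapped between the strains (-0.19 to 0.38 in SAMR1 water and -0.10 to 0.05 in SAMP8 water), so that such tissue is not excluded. Choroid plexus or meninges without ependyma stay open, as does a difference between the strains.

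The genes that differ between the strains were clustered by position. On chromosome 4 from 41000000 to 43000000, 10 named genes rose, of which the paper draws Ccl27a and Ccl19 in Fig. 7D. Of the called genes with a position 14.0% had a called nearest neighbour, where 1000 random draws gave at most 7.0%. Haplotype blocks that differ between SAMP8 and SAMR1 are a candidate explanation that this leaves open, because the 8 genes behind the 14.0% are 6 predicted genes and 2 copies of Fam205a, and without predicted genes and Fam205a copies the share was 0.0% (at most 5.0% in 1000 draws). With the 40 genes then called, the draws gave 0.2% on average, so that 0.0% does not speak against such blocks. Called genes that lie close but are not nearest neighbours, such as Dctn3 and Ccl27a, are not counted. Probes shared between gene copies stay open as well, and 1 of the 8 has the same 9 values as another transcript. At the study's threshold the share without these genes was 8.2%, which 5 of 1000 draws reached. A remaining shift between the deposited arrays is argued against, since 104 of the 113 transcripts were called after quantile normalization again and 111 after median centring. The deposited values were already normalized, so that this cannot test the normalization by the authors. Age or other biology of the strains was not tested and stays open.

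Fold changes of opposite sign in both comparisons cannot be told apart from the effect of the shared SAMP8 water arrays, since the covariance of -0.0247 lies in the middle of the 100 simulations without effect (-0.1051 to 0.0146). Random assignments of the 9 arrays to groups could not exclude chance: 17 of 100 gave as large an overlap in opposite directions (highest other 463, real value 282), and 96 gave as negative a correlation (most negative other -0.689, real value -0.321). In the 6 divisions in which no SAMP8 water array served both comparisons, the covariance was -0.0063 to 0.0026 and below 0 in 4, which neither shows nor excludes a reversal by TFQA, so that this stays open.

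In SAMP8 TFQA vs. SAMR1 water, a comparison that the paper does not report, 128 transcripts passed an adjusted p under 0.05.

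For groups of 3 arrays, the 10 splits are too few for a share under 0.05. The real value and the highest of the other splits were 1353 and 1190 DEGs, 113 and 0 transcripts at an adjusted p under 0.05 and 9 and 11 lists in SAMP8 water vs. SAMR1 water. In SAMP8 TFQA vs. SAMP8 water they were 1580 and 1345 DEGs, 0 and 2 transcripts and 8 and 8 lists, and in SAMP8 TFQA vs. SAMR1 water 128 and 0 transcripts. For lists, 3 of the 10 splits between the strains and 2 of the 10 after TFQA, the real split included, gave as many as the real one. List counts this large therefore also arise when the arrays are grouped otherwise.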

How the results depend on the processing

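The tests with striatal, meningeal or choroid plexus scores as covariates and those with 1 transcript of each set with equal values were chosen only after the result was seen. The count at an adjusted p under 0.05 for SAMP8 TFQA vs. SAMP8 water was 0 in every alternative run, with smallest adjusted p-values from 0.0594 (one-way ANOVA) to 0.724. One-way ANOVA without moderation gave 40 transcripts for SAMP8 water vs. SAMR1 water (113 with limma) and 53 for SAMP8 TFQA vs. SAMR1 water (128), and the cause was not tested. Without the 40% dimmest transcripts, 1030 DEGs were past the study's threshold after TFQA (1580 with all), as fewer transcripts were tested. The order of higher and lower DEGs reversed with each array centred on its median, to 624 higher and 757 lower between the strains (754 and 599 in the main fit) and 916 and 698 after TFQA (746 and 834), and after TFQA also without the 40% dimmest transcripts (569 and 461), with trend and robust settings (840 and 793), with one-way ANOVA (739 and 734) and without SAMP8 TFQA replicate 1 (804 and 798), and the cause was not tested. Over 1.6-fold after TFQA (142 and 160) it reversed with median centring (171 and 138), without the 40% dimmest transcripts (89 and 72), with array weights (163 and 161) and without SAMP8 TFQA replicate 1 (239 and 220) or 3 (282 and 253), and the cause was not tested. Between the strains (252 and 134) it was 312 and 202 without SAMR1 water replicate 2. Of lists, 9 were called between the strains and 8 after TFQA. With an estimated correlation 0 and 0 were called, with fry 3 and 0, with fry's mixed test 15 and 3, and with the hypergeometric test 5 after TFQA. With the striatal score as covariate 3 were called after TFQA, and with the choroid plexus score 2, and the cause was not tested. With the meningeal score as covariate, between the strains, the interferon-stimulated (adjusted p = 0.284), chemokine (0.922) and vesicle lists (0.922) lost their calls, the choroid plexus and glutamate lists reversed (0.861 and 0.861), as did the striatal (3.55e-05) and thalamic lists (0.0324), and the cause was not tested. Leaving out each array in turn gave 1206 to 1406 DEGs, 80 to 88 transcripts at an adjusted p under 0.05 and 9 to 14 lists between the strains (14 without SAMP8 water replicate 3), 1277 to 1840 DEGs, 0 transcripts and 3 to 11 lists after TFQA (3 without SAMP8 TFQA replicate 2), 91 to 112 transcripts for SAMP8 TFQA vs. SAMR1 water, an overlap of 239 to 420, and a correlation of -0.423 to -0.273. The covariance of both comparisons reversed to 0.0026 with SAMP8 water replicate 2 set against SAMR1 and the others against TFQA, and the cause was not tested. With a block for the replicate number, 1482 and 1758 DEGs, 101, 0 and 123 transcripts and 10 and 8 lists were called. The arrays were taken to share only a number, since nothing states what it marks and 1 of 9 pairs of deviations correlated over 0.1 (0 to 0.15). Against this, 5 of 9 arrays correlated best with their own number in both other groups, a hint of pairing from the data and not from the design. With 1 transcript of each set with equal values, 103 transcripts passed the adjusted test and 1337 the study's threshold between the strains. Of the genes that the naming rule gives and that were called between the strains, those without a mention in the text included, 23 of 33 kept the call without each array in turn. Among single lists, 821 values kept their side of the threshold, 32 became weaker and 37 stronger between the strains, and 822, 58 and 14 after TFQA. Among single genes, 3979, 72 and 9 did between the strains, and all 4102 kept it after TFQA. The number of arrays limits the precision of all values.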

Differences from the paper's values

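At the paper's thresholds, the higher tier taken over 1.6-fold as Fig. 3B and C draw it, none of the 8 counts was equal to the paper's and none was over 1.5 times it or the reverse, the limit set for a difference. Between the strains 754 transcripts were higher and 599 lower (the paper's: 753 and 603), 252 and 134 of them in the higher tier (the paper's: 258 and 143), and after TFQA 746 and 834 (the paper's: 742 and 838), 142 and 160 in the higher tier (the paper's: 147 and 188). The alternatives set before the data were examined that moved a count past that limit are leaving out the 40% dimmest transcripts, one-way ANOVA without moderation and leaving out SAMP8 TFQA replicate 1 or 3, each for at least 1 tier or direction.

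The paper states that Tnf is reduced by TFQA in hippocampus, by qPCR, which is another assay, but the hippocampal values printed in its text are higher for TFQA than for aging mice. On the arrays its log2 fold change after TFQA was 0.34 (standard error 0.15, adjusted p = 0.685), at values among the 40% lowest of all transcripts, where no detection call was used, so that its direction there is uncertain. Fig. 7D draws Tnf as higher in SAMP8, where the log2 fold change was -0.06, while 24 of the 25 genes drawn so were higher. The paper states that Bdnf expression in hippocampus increases with TFQA, by qPCR, and its log2 fold change on the arrays was -0.49 (standard error 0.25, adjusted p = 0.723), and -0.28 (0.83) without SAMP8 TFQA replicate 2, the array with the highest striatal score. Fig. 5A draws Rb1 in green for TFQA, where its log2 fold change was 0.06 (standard error 0.18), while the other 6 green genes were lower.

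The paper states that apoptotic processes were downregulated after TFQA and reports Wnt signaling, which it calls regulated, among terms enriched in the downregulated DEGs. In the lists used here, which are not GO terms, 2 apoptosis genes were higher and 2 lower at the study's threshold, 8 and 2 in Reactome's apoptosis, 1 and 1 in Wnt signaling and 8 and 2 in Reactome's Wnt signaling, with 0 at an adjusted p under 0.05. Without SAMP8 TFQA replicate 2, the array with the highest striatal score, they were 1 and 1, 3 and 3, 2 and 0, and 6 and 2. For T cell genes, higher in SAMP8 in the paper, 0 of 15 markers of T and B cells were past the study's threshold between the strains. For cellular senescence, lower after TFQA in the paper, 3 senescence genes were higher and 2 lower, and the list was called only by fry's mixed test, which ignores direction (adjusted p = 0.0149), as was cellular senescence of Reactome (0.00374). In inflammation, 5 genes were lower and 3 higher after TFQA and the list was not called (0.429). Genes of synaptic vesicle release were lower between the strains and higher after TFQA, as the paper has it, but neither call held with an estimated correlation (0.61 and 0.63), and the latter ended without SAMP8 TFQA replicate 2 (0.36), the array with the highest striatal score. The paper's terms come from the same arrays, so that the shared direction is not independent evidence. Both comparisons also share the SAMP8 water arrays with opposite sign, which alone can give opposite directions.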

Other observations

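The tests with the striatal, choroid plexus and meningeal scores as covariates were chosen only after the result was seen. Endothelial and mural cell genes differed between the strains. Of 24, 2 rose between SAMP8 water and SAMR1 water and 5 rose and 1 fell when adjusted over the list alone (camera adjusted p = 9.45e-06; adjusted p = 0.0926 with an estimated correlation). They were Abcb1a and Vtn, vitronectin of pericytes (log2 fold change 1.06, standard error 0.18, adjusted p = 0.0215), whose call was lost without SAMR1 water replicates 1, 2 or 3 (0.0625, 0.0825 and 0.135) or SAMP8 water replicates 1 or 2 (0.0659 and 0.0922), and Slco1a4, an organic anion transporter of the blood-brain barrier, was at 0.77 (standard error 0.19). Meningeal and choroid plexus markers were higher in the same comparison (differences of the mean score 0.83 and 0.56, beside 0.37 for endothelial and mural cells), and with the meningeal score as covariate the adjusted p was 0.0436. After TFQA, 3 were higher at the study's threshold, Ly6c1 at 0.57 (standard error 0.17), Rgs5 of pericytes at 0.45 (standard error 0.17) and Abcb1a at 0.62 (standard error 0.25), with 0 by either adjustment (adjusted p = 0.0393; adjusted p = 0.618 with an estimated correlation). That call was lost without SAMP8 water replicate 3 (0.156), SAMP8 TFQA replicate 2 (0.0813) or SAMP8 TFQA replicate 3 (0.219), without the 40% dimmest transcripts (0.164), with the replicate block (0.0548), by fry (0.403), by the hypergeometric test (0.336) and with the striatal (0.093) or choroid plexus score as covariate (0.245). In SAMP8 TFQA vs. SAMR1 water 22 of 24 were higher, 3 rose, 6 rose when adjusted over the list alone, and the call held with an estimated correlation (adjusted p = 2.68e-09; adjusted p = 0.0231 with an estimated correlation).

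Glucocorticoid-responsive genes, which corticosterone induces, were higher as a group after TFQA. Sult1a1, a sulfotransferase, had a log2 fold change of 0.85 (standard error 0.25) and Plin4, a lipid droplet protein, of 0.65 (standard error 0.26). Of 18, 14 were higher, 5 at the study's threshold, 0 rose over all genes and 2 rose when adjusted over the list alone (adjusted p = 0.00132; adjusted p = 0.618 with an estimated correlation). The call held without each array in turn but was lost with the choroid plexus score as covariate (0.435), by fry (0.403) and by its mixed test (0.151), and choroid plexus and striatal markers moved in the same comparison. Between the strains 16 of 18 were lower, with the kinase gene Sgk1 at -0.60 (standard error 0.17), 2 at the study's threshold and 0 by either adjustment (adjusted p = 0.15; called without SAMR1 water replicate 2, 0.034, or SAMP8 water replicate 3, 0.0356). Heat shock and unfolded protein response genes after TFQA had 2 higher and 2 lower of 26 (0.384), with Hspa5 at 0.41 (standard error 0.17), and immediate early genes between the strains 3 higher and 0 lower of 36 (0.15; called without SAMR1 water replicate 1, 0.032, or SAMP8 water replicate 3, 0.00421, and with the meningeal score as covariate, 0.00604), with Sik1 at 0.57 (standard error 0.20). In both, 0 passed by either adjustment.

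Glial markers were not called as lists in the main fit of either comparison, but some were between the strains in alternatives. Oligodendrocyte markers were called lower with the replicate block (adjusted p = 0.014) and without SAMR1 water replicate 1 (0.00701) or 3 (5.76e-05) or SAMP8 water replicate 1 (0.0484) or 2 (0.00298), their score being highest in SAMR1 water replicate 2 (0.75). Microglia markers were called higher without the 40% dimmest transcripts (0.00937) and without SAMP8 water replicate 2 (0.0232), and astrocyte markers without SAMR1 water replicate 2 (0.0433) and by fry's mixed test, which ignores direction (0.00052). Of 17 astrocyte markers, 1 fell between the strains, Ntsr2 (log2 fold change -1.04, standard error 0.17, adjusted p = 0.0136), and 1 rose and 1 fell when adjusted over the list alone (0.184). Ntsr2 kept its call only without SAMR1 water replicate 3 (0.0393), and without the other arrays it had 0.0505 to 0.0836. After TFQA 1 astrocyte marker was lower (0.833). Of 22 microglia markers, 2 were higher between the strains, Slc2a5, a fructose transporter, at 1.17 (standard error 0.25) and Ly86 at 0.60 (standard error 0.18), 0 rose over all genes and 1 when adjusted over the list alone (0.0655), and 1, Tyrobp at 0.50 (standard error 0.19), after TFQA (0.705). Of 12 markers of activated microglia, 2 were higher, the lysozyme gene Lyz2 at 1.54 (standard error 0.33) and Cd9 at 0.55 (standard error 0.24), with 1 that rose when adjusted over the list alone (0.333), and 2 were lower after TFQA, with the lipase gene Lpl at -0.76 (standard error 0.26) (0.383). Oligodendrocytes (17 markers) had 0 past the study's threshold in both comparisons (0.0806 and 0.93) and their precursors (10) 1 higher and 0 (0.825 and 0.529).

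Of hippocampal neurons, CA1 to CA3 markers (15) had 0 higher and 1 lower between the strains (0.921) and 1 higher and 2 lower after TFQA (0.0673), with Fibcd1 at -0.91 (standard error 0.29) and Npy2r at -0.92 (standard error 0.26). Dentate granule cells (9) had 0 between the strains (0.502) and 1 lower after TFQA (0.163). Between the strains, 0 members of the striatal (0.502), neocortical (0.193) and thalamic lists (0.327) and of neural stem cells and newborn neurons (0.962) passed the study's threshold, and after TFQA 0 of the thalamic list (0.93). Meningeal (1 lower, 0.615) and ependymal markers (1 lower, 0.705) were not called after TFQA. In alternatives, CA1 to CA3 markers were called lower after TFQA after quantile normalization again (0.0441) and without the 40% dimmest transcripts (0.0476), SAMP8 water replicate 2 (0.0464) or SAMP8 TFQA replicate 1 (0.0103), and dentate markers without SAMP8 water replicate 2 (0.00391) or SAMP8 TFQA replicate 1 (0.0413). SAMP8 TFQA replicate 2, the array with the highest striatal score, had the lowest scores of both lists (-0.30 and -0.46). The other SAMP8 TFQA arrays had 0.05 and -0.13 for CA1 to CA3 and 0.03 and 0.02 for dentate markers. Over all 24 hippocampal markers its score was -0.36, and no other array was below -0.08. Between the strains, dentate markers were called higher without SAMP8 water replicate 2 (0.0405), thalamic markers without SAMR1 water replicate 2 (0.000359) or SAMP8 water replicate 3 (0.00194), and ependymal markers lower without SAMR1 water replicate 1 (0.00954) and with the meningeal score as covariate (0.00604). Of 2 blood cell markers, 0 passed between the strains (0.315) and 1 was lower after TFQA, Slc4a1 at -0.44 (standard error 0.17) (0.615).

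Of the lists not described elsewhere, each count being of members higher and lower at the study's threshold and each value in parentheses the adjusted p, potassium channels had 2 and 2 between the strains (0.409), Reactome's potassium channels 4 and 4 (0.184) and 6 and 2 after TFQA (0.0673), calcium channels 0 and 0 between the strains (0.212), GABAergic genes 0 and 2 (0.186), the neurotransmitter release cycle 1 and 0 (0.502), Wnt signaling 1 and 0 (0.769), Reactome's Wnt signaling 4 and 3 (0.438) and interleukin signaling 2 and 2 (0.502). Complement had 3 and 1 between the strains (0.129) and 0 and 0 after TFQA (0.615), class I MHC folding 3 and 1 (0.912) and 0 and 1 (0.93), axon guidance 4 and 8 (0.502) and 11 and 9 (0.945), peptide ligand-binding receptors 9 and 14 (0.423) and 10 and 7 (0.781), translation elongation 0 and 1 (0.754) and 0 and 0 (0.629), and respiratory electron transport 1 and 2 (0.263) and 2 and 0 (0.977). The chemokine receptor list after TFQA had 2 and 2 (0.779). Over all genes and adjusted over the list alone, 1 and 2 members rose in complement, with Vtn, 1 and 2 rose and 1 and 1 fell in class I MHC folding, with B2m and H2-D1, 1 and 1 rose in axon guidance, Ranbp9 (log2 fold change 0.90, standard error 0.16, adjusted p = 0.0218; 0.0657 to 0.118 without any 1 array but SAMR1 water replicate 1), 4 and 4 rose and 1 and 3 fell in peptide ligand-binding receptors, and 1 and 1 fell in Reactome's Wnt signaling, Csnk1a1, all between the strains. In the other lists of this paragraph, 0 did in either comparison, apart from reference genes and from the chemokine receptor list between the strains, which is described above. Reference genes had 2 and 0 (0.367), B2m and Tbp (0.54, standard error 0.14), with 1 over all genes and 2 adjusted over the list alone, and 0 and 0 after TFQA (0.383). In alternatives between the strains, complement was called without the 40% dimmest transcripts (0.0247), GABAergic genes without SAMP8 water replicate 3 (0.0438), respiratory electron transport without SAMR1 water replicate 3 (0.0066), peptide ligand-binding receptors by the hypergeometric test (0.00739), and by fry's mixed test complement (1.39e-05), class I MHC folding (5.62e-05), peptide ligand-binding receptors (2.63e-08), Reactome's Wnt signaling (0.0431) and reference genes (9.57e-06). After TFQA, Reactome's potassium channels were called with the replicate block (0.049) and without SAMP8 TFQA replicate 1 (0.0287), and GABAergic genes without SAMP8 water replicate 3 (0.0269). The sign of the median differed from that of the mean or of camera's direction for CA1 to CA3, PIP3 and AKT signaling, class I MHC folding and reference genes between the strains, and after TFQA for axon guidance, interferon signaling, interferon-stimulated genes, T and B cells, the cell cycle list, neural stem cells and oligodendrocytes.

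In SAMP8 TFQA vs. SAMR1 water, 100 transcripts rose and 28 fell at an adjusted p under 0.05, and 95 of them were also called, in the same direction, in SAMP8 water vs. SAMR1 water, which shares the SAMR1 water arrays with the same sign, so that agreement is expected from the design and shows no effect by itself. B2m rose by 1.15, Nrip1 by 1.96, Ccl19 by 2.25 and Ccl27a by 3.03. Camera called 8 lists. Beside endothelial cells, meningeal fibroblasts (adjusted p = 2.98e-08; adjusted p = 0.364 with an estimated correlation), interferon-stimulated genes (2.5e-05; adjusted p = 0.24 with an estimated correlation), striatal markers (0.00018; adjusted p = 0.814 with an estimated correlation), microglia (0.0166; adjusted p = 0.259 with an estimated correlation) and chemokines (0.019; adjusted p = 0.364 with an estimated correlation) were higher, and immediate early genes (0.0091; adjusted p = 0.814 with an estimated correlation) and calcium channels (0.0391; adjusted p = 0.814 with an estimated correlation) were lower. The striatal score was 2.83 in SAMP8 TFQA replicate 2, and those of the other SAMP8 TFQA arrays, -0.41 and -0.32, lie within those of SAMR1 water (-0.63 to 0.37).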
